# Progesterone Receptor Signaling Selectively Modulates Cytokine-Induced Global Gene Expression in Human Cervical Stromal Cells

**DOI:** 10.3389/fgene.2020.00883

**Published:** 2020-09-11

**Authors:** Douglas A. Kniss, Taryn L. Summerfield

**Keywords:** cervix, inflammation, microRNA, preterm birth, transcriptomics

## Abstract

Preterm birth (PTB) is the leading cause of morbidity and mortality in infants <1 year of age. Intrauterine inflammation is a hallmark of preterm and term parturition; however, this alone cannot fully explain the pathobiology of PTB. For example, the cervix undergoes a prolonged series of biochemical and biomechanical events, including extracellular matrix (ECM) remodeling and mechanochemical changes, culminating in ripening. Vaginal progesterone (P_4_) prophylaxis demonstrates great promise in preventing PTB in women with a short cervix (<25 mm). We used a primary culture model of human cervical stromal fibroblasts to investigate gene expression signatures in cells treated with interleukin-1β (IL-1β) in the presence or absence of P_4_ following 17β-estradiol (17β-E_2_) priming for 7–10 days. Microarrays were used to measure global gene expression in cells treated with cytokine or P_4_ alone or in combination, followed by validation of select transcripts by semiquantitative polymerase chain reactions (qRT-PCR). Primary/precursor (MIR) and mature microRNAs (miR) were quantified by microarray and NanoString^®^ platforms, respectively, and validated by qRT-PCR. Differential gene expression was computed after data normalization followed by pathway analysis using Kyoto Encyclopedia Genes and Genomes (KEGG), Panther, Gene Ontology (GO), and Ingenuity Pathway Analysis (IPA) upstream regulator algorithm tools. Treatment of fibroblasts with IL-1β alone resulted in the differential expression of 1432 transcripts (protein coding and non-coding), while P_4_ alone led to the expression of only 43 transcripts compared to untreated controls. Cytokines, chemokines, and their cognate receptors and prostaglandin endoperoxide synthase-2 (PTGS-2) were among the most highly upregulated transcripts following either IL-1β or IL-1β + P_4_. Other prominent differentially expressed transcripts were those encoding ECM proteins, ECM-degrading enzymes, and enzymes involved in glycosaminoglycan (GAG) biosynthesis. We also detected differential expression of bradykinin receptor-1 and -2 transcripts, suggesting (prominent in tissue injury/remodeling) a role for the kallikrein–kinin system in cervical responses to cytokine and/or P_4_ challenge. Collectively, this global gene expression study provides a rich database to interrogate stromal fibroblasts in the setting of a proinflammatory and endocrine milieu that is relevant to cervical remodeling/ripening during preparation for parturition.

## Introduction

Cervical integrity is crucial for a successful human pregnancy. Throughout most of an uncomplicated gestation, the cervix provides a physical and immune barrier between the interior of the uterus and the vaginal microbiome (Word et al., 2007; Akgul et al., 2014; Vink and Feltovich, 2016). The cervix prepares for parturition by first slow and then rapid transition from an elongated, closed, and rigid structure to an orifice sufficiently soft and dilated to facilitate delivery of the fetus.

Human and animal studies have yielded a working model for the biomolecular underpinnings of cervical remodeling/ripening (Elovitz and Mrinalini, 2004; Word et al., 2007; Timmons et al., 2010; Yellon, 2017). Broadly speaking, normal remodeling is the product of changes in the organization and composition of the extracellular matrix (ECM) during pregnancy, including a decrease in cross-linked collagens I and III, changes in the composition of glycosaminoglycans (GAGs), especially elevated hyaluronan (HA) production, increased tissue hydration, and leukocyte infiltration (Sakamoto et al., 2005; Myers et al., 2009; Akgul et al., 2012; Dubicke et al., 2016).

Progesterone receptor (PR, NR3C3) signaling underpins many of the physiological processes that oppose untimely cervical dilation (Word et al., 2007). Two separate protein isoforms, PR-A (90 kDa) and PR-B (130 kDa), are encoded by a single gene differentially expressed via alternate promoter usage (Kastner et al., 1990; Stjernholm-Vladic et al., 2004). In rodents, pregnancy maintenance requires continued synthesis of progesterone (P_4_) by the corpus luteum. Systemic withdrawal of P_4_ during luteolysis in rodents evokes cervical ripening and labor at term, while premature cervical ripening is prompted by ovariectomy (Gonzalez et al., 2009). Additionally, pharmacologic antagonism of the PR by mifepristone (RU-486) promotes cervical ripening in animal models (Chwalisz et al., 1994). Conversely, administration of vaginal P_4_ reduces the incidence of preterm birth in women with a sonographically validated short cervix (Hassan et al., 2011).

There is strong evidence of the therapeutic utility of P_4_ for the prevention of untimely cervical ripening and preterm labor in at-risk women (Conde-Agudelo and Romero, 2016). However, unanswered questions persist regarding the mechanisms by which P_4_ influences the expression of inflammation-related genes, including cytokines and chemokines, extracellular matrix (ECM)-modifying enzymes, and bioactive lipid-generating enzymes (e.g., prostaglandin endoperoxidase synthase-2, PTGS-2; microsomal prostaglandin E synthase-1, mPGES; 5-lipoxygenase, 5-LOX) (Kniss, 1999; Sato et al., 2001; Ackerman et al., 2005) in gestational tissues, including the cervix. The overarching goal of the present study was to evaluate gene expression programs (including protein-coding and non-coding RNAs) executed in response to proinflammatory cytokine and/or PR:P_4_ stimulation in cervical fibroblasts. Our results revealed a multifaceted profile of gene expression in the cervical stroma, including (1) genes that are cytokine-responsive/P_4_-insensitive; (2) genes that are P_4_-sensitive/cytokine-independent; (3) genes that are cytokine-responsive and suppressed by P_4_; and (4) genes that are augmented by both cytokines and progesterone. These data provide a framework allowing us to construct gene networks involved in the manner by which PR signaling may prevent or delay inflammation-induced cervical ripening and consequent preterm labor. The ultimate goal of this work is that it allows us to identify and develop novel therapeutic targets for prevention and/or management of preterm labor, especially in at-risk women who manifest cervical insufficiency, a major cause of PTB.

## Materials and Methods

### Cervical Stromal Fibroblast Culture

With institutional review board approval (OSU Biomedical IRB Protocol Number 2013H0046), de-identified cervical tissues were obtained from premenopausal women undergoing hysterectomy for benign gynecological conditions. Primary human cervical stromal fibroblasts were isolated via outgrowth from explanted cervical stromal tissues as previously described (Ackerman et al., 2016b). For experiments, cells were grown to confluence in complete Dulbecco’s modified Eagle’s medium (DMEM, high-glucose, 4.5 g/l) supplemented with 10% fetal bovine serum (FBS), 50 μg/ml gentamicin sulfate, and 0.5 μg/ml amphotericin B (all from Invitrogen, Carlsbad, CA, United States). Next, the cells were rinsed with Dulbecco’s phosphate-buffered saline (DPBS) and then incubated in experimental medium containing phenol red-free DMEM/F12 (1:1) with 0.5% charcoal-stripped FBS (prepared in-house using charcoal-dextran extraction, clarification by centrifugation, and sterilization through a 0.2-μm filter) in the absence (0.001% ethanol vehicle control) or presence of 17β-estradiol (17β-E_2_, 10^–8^ M; Sigma-Aldrich, St. Louis, MO, United States) for 7–14 days to promote the expression of nuclear progesterone receptors (PRs) (Ackerman et al., 2016b). Finally, cells were incubated for 24 h in the absence or presence of P_4_ (10^–7^ M; Sigma-Aldrich), followed by challenge for 4 or 24 h with 0.2 ng/ml of human recombinant interleukin-1β (IL-1β; R&D Systems, Minneapolis, MN, United States) or an equivalent volume of vehicle (PBS with 0.1% bovine serum albumin, BSA). All experiments were performed between the 3rd and 7th passages after primary explant cultures were prepared. To validate the expression patterns of select transcripts following high-dimensional profiling studies, biological replicate experiments were performed using treatment conditions identical to those described above using a separate set of cell cultures. Cell cultures were routinely tested for mycoplasma species using an in-house PCR-based assay (MycoAlert^TM^, Lonza, Anaheim, CA, United States).

### RNA Extraction

Total RNA was extracted from harvested cells using TRIzol (Invitrogen). Following the addition of chloroform and centrifugation, the aqueous phase was mixed with an equal volume of 100% ethanol, applied to a miRNeasy spin column (Qiagen, Valencia, CA, United States) and processed according to the manufacturer’s protocol. The extraction procedure included on-column DNase I digestion using the RNase-Free DNase Set (Qiagen) to remove contaminating genomic DNA. RNA was quantified by absorbance at 260 and 280 nm using a NanoDrop 2000 spectrophotometer (Thermo Fisher, Hudson, NH, United States).

### Microarray Analysis

Total RNA (250 ng per sample) was processed using the Ambion WT expression kit (Austin, TX, United States) and labeled with Affymetrix GeneChip (Santa Clara, CA, United States) whole-transcript sense target labeling assay, followed by hybridization to the Affymetrix Human Transcriptome 2.0 array according to the manufacturer’s protocols. Following hybridization and scanning, quality control and robust multichip averaging were performed on the feature intensity files using the Affymetrix Expression Console software version 1.4. Gene-level differential expression analysis was subsequently performed using the Affymetrix Transcriptome Analysis Console software version 3.0 using the paired-sample analytical pipeline (one-way repeated-measure ANOVA), and the Benjamini–Hochberg false discovery rate (FDR)-controlling procedure (Reiner et al., 2003). For the default differential gene expression analysis, a linear fold-change threshold of ± 2 and an FDR of 10% was applied.

### Mature MicroRNA Profiling

Multiplexed mature miRNAs were profiled using the Human v3 miRNA Expression Assay (NanoString^®^ Technologies, Seattle, WA, United States). Total RNA (100 ng) was used as input for the nCounter^®^ miRNA sample preparation reactions according to the manufacturer’s instructions. Hybridization reactions were performed at 64°C for 18 h. Hybridized probes were analyzed using the nCounter digital analyzer. For each assay, a high-density scan (600 fields of view) was performed. The nSolver^®^ Analysis Software version 3.0 was used for technical normalization. Probes with low levels of expression (defined as less than the mean 2 ± SD of counts assigned to negative control probes, which was 33.04 in our data set) were omitted from subsequent analyses. Differential expression analysis of the NanoString^®^ data was performed using the edgeR (version 3.14.0) Bioconductor package (Robinson et al., 2010). The trimmed mean of *M*-value normalization was used together with the generalized linear model approach coupled with a paired-sample design matrix. Differential expression was determined using generalized linear model likelihood ratio tests. For FDR control, the Benjamini–Hochberg procedure was used (Reiner et al., 2003).

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

To validate the expression of select mRNAs, 1 μg of total RNA was reverse transcribed to complementary DNA (cDNA) using oligo(dT)_12–18_ primers with SuperScript^®^ III Reverse Transcriptase (Life Technologies, Grand Island, NY, United States). Quantitative PCR was performed using an equal amount of cDNA per sample on a LightCycler 480 II System (Roche Applied Science, Indianapolis, IN, United States) using the following TaqMan^®^ primer/probe sets (Applied Biosystems, Foster City, CA, United States): *BDKRB1* (Hs00664201_s1), *BDKRB2* (Hs00176121_m1), *CXCL8* (Hs00174103_m1), *FKBP5* (Hs01561006_m1), *HAS2* (Hs00193435_m1), *HSD11B1* (Hs00194153_m1), *IL1B* (Hs01555413_m1), *IL6* (Hs00985639_m1), *IRAK3* (Hs00936103_m1), *MMP10* (Hs00233987_m1), *PTGES* (Hs00610420_m1), and *PTGS2* (Hs00153133_m1). The expression of *RPLP0* (4310879E) was used as a reference.

For primary/precursor miRNAs (pri-miRNAs), reverse transcription was performed using the high-capacity complementary deoxyribonucleic acid reverse transcription kit (Applied Biosystems), according to the manufacturer’s instructions. Each reaction comprised 10 μl of master mix (10 × reverse transcription buffer, deoxynucleotide triphosphates, reverse transcription random primers, MultiScribe^®^ reverse transcription enzyme (Thermo Fisher Scientific), ribonuclease inhibitor, and nuclease-free water) and 1 μg of RNA (in 10 μl reaction volume). For qRT-PCR, TaqMan^®^ gene expression master mix and TaqMan Pri-miRNA assays (Applied Biosystems) were used. The assays were Hs03303259_pri (*MIR146A*) and Hs03303349_pri (*MIR155*). For mature miRNAs, reverse transcription was performed with total RNA using the TaqMan microRNA reverse transcription kit (Applied Biosystems), per the manufacturer’s recommendations. Each reaction received 7 μl of TaqMan gene expression master mix, 5 μl of RNA (10 ng), and 3 μl of the reverse transcription primer appropriate for each target miRNA. TaqMan microRNA assays (Applied Biosystems) were used for qRT-PCR. The following assays were used: 000468 (hsa-miR-146a-5p) and 002623 (hsa-miR-155-5p). The relative abundance of each mRNA or miRNA was calculated by the comparative C_T_ method (Schmittgen and Livak, 2008).

### Bioinformatics

#### Pathway Analysis

Pathway analysis for microarray data was performed using the Gene Set Enrichment Analysis (GSEA) Java desktop application (version 2.2.2^1^) (Subramanian et al., 2005). For a given gene set, this algorithm calculates an enrichment score, which numerically reflects the degree to which a given dataset is overrepresented within a ranked list of gene expression data. The statistical significance of a given enrichment score is estimated using an empirical permutation test procedure, followed by correction for multiple-hypothesis testing. This analysis method tends to be more sensitive and robust than overrepresentation methods relying solely on differential expression with arbitrary cutoffs (Subramanian et al., 2005). Three databases of curated gene sets were obtained from an online repository^2^ (Merico et al., 2010) and queried: 1. Kyoto Encyclopedia of Genes and Genomes (KEGG)^3^; 2. Panther^4^; and 3. Gene Ontology (GO) molecular function^5^. All gene sets with 1–500 members were evaluated using 1000 gene-set permutations (as recommended when fewer than seven samples in any phenotype are available for analysis) by applying the default weighted enrichment statistic, the signal-to-noise ratio metric for ranking genes, and the default method for enrichment score normalization. Additionally, the Ingenuity Pathways Analysis (IPA) upstream regulator algorithm (Qiagen) was employed to infer upstream signaling events potentially contributing to observed gene expression signatures.

#### Transcription Factor Binding Motif Overrepresentation Analysis

The promoter regions (i.e., FASTA sequences ± 1000 bp relative to each transcription start site) of differentially expressed genes in select conditions were programmatically retrieved from the University of California Santa Cruz hg38 human genome assembly via the TogoWS SOAP API website^6^ (Katayama et al., 2010). The “multiple DNA sequences” algorithm of the Transcription Factor Affinity Prediction (Thomas-Chollier et al., 2011) (TRAP) Web Tools suite^7^ was used to probe these regulatory regions for transcription factor binding affinities based on position-specific scoring matrices present in the non-redundant JASPAR core vertebrate database (Mathelier et al., 2014) using a background model of all human promoter regions.

### Statistical Analysis

Statistical analyses were performed using the Kruskal–Wallis statistical test with *post hoc* testing using Dunn’s multiple comparison test when appropriate. A *p*-value < 0.05 was considered significant. Microarray and qRT-PCR experiments were replicated three times in duplicate (i.e., *n* = 6 samples per treatment). The data were tested for Gaussian distribution, and, if normally distributed, they were expressed as mean ± SEM and evaluated by analysis of variance (ANOVA) followed by *post hoc* testing by the method of Tukey using GraphPad Prism 8.0 software (San Diego, CA, United States).

## Results

### Common and Unique Features of IL-1β and Progesterone Genomic Responses

The experimental design for the studies described throughout this work is shown in Figure 1A. Importantly, cervical stromal fibroblasts were stimulated to elicit the expression of progesterone receptors (Figure 1B). After carrying out experiments, total RNA from each study group was extracted and purified, quantified, and subjected to microarray analysis of differential gene (coding and non-coding RNAs) expression. To confirm these results, we also conducted follow-up experiments using the identical design with biological replicates (i.e., a separate set of cell cultures not used for microarray analysis) to measure by qRT-PCR transcripts induced by either IL-1β, P_4_, or both agents incubated simultaneously. 

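Stromal fibroblasts grown out of human cervical tissue were primed with 10 nM 17β-E2, held in 100 nM P_4_ or vehicle for 24 h, and then given 0.2 ng/ml IL-1β or vehicle for 4 h. The methods of the paper give a priming time of 7 to 14 days and an ethanol vehicle of 0.001%, and the sample descriptions give 7 days and 0.01%. RNA of 8 arrays was used here, from 4 groups (vehicle, IL-1β, P_4_ and IL-1β + P_4_) with 2 biological replicates in each. The paper describes 3 sets of biological replicates, and the arrays of replicate 3 are not analysed here. The array was an Affymetrix human transcriptome chip that measures coding and non-coding transcripts as transcript clusters. The authors made the values by robust multi-array averaging in Affymetrix Expression Console 1.4 and gave them on a log2 scale, which already holds the background correction and the normalization between arrays. The median over transcript clusters was between 4.44 and 4.49 on every array. The array's background features had a median between 3.14 and 3.28, so transcripts near that level have little room to fall, and the size of a fold from or to it is uncertain. Between 24979 and 26027 transcript clusters per array reached log2 5. The highest value in the table was 19.93, shared by 28 transcript clusters on every array. A 16-bit scan ends at log2 16, named the scan limit below, and 249 to 280 transcript clusters per array lay above it. It is thus no ceiling on this scale, but how values above it were scaled is not known. The size of a fold that reaches them is therefore taken as uncertain. From these values, each pair of groups was compared with limma over 67528 transcript clusters, with the replicate as a term of the model and 1 shared estimate of the spread. A transcript cluster was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold of at least 2, the paper's thresholds. Of the clusters, 23781 carried 1 gene symbol, 1543 carried several and 42204 carried none, and a gene was named only from a cluster with 1 symbol.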

Extensive bioinformatics analysis was conducted using several publicly available genomic analytical tools (KEGG, Panther, and GO algorithms (Figure 2).

**FIGURE 1:**
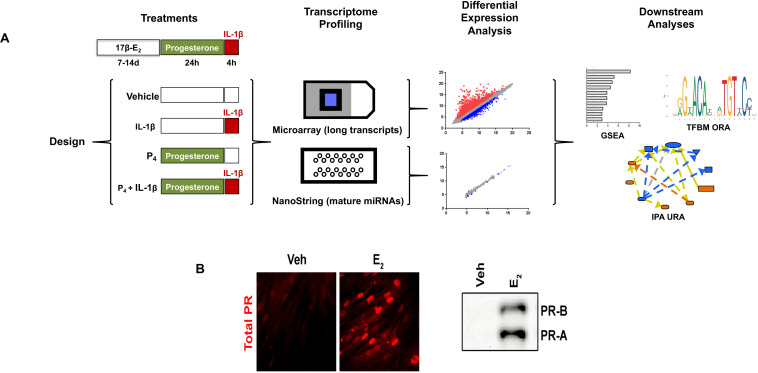
Experimental design and workflow. **(A)** Primary cultures of cervical fibroblasts were primed with 10^–8^ M 17β-estradiol (17β-E2) or 0.001% ethanol vehicle for 7–14 days in F12/DMEM++0.5% charcoal-stripped FBS. Cells were then treated with 10^–7^ M progesterone (P4) or vehicle for 24 h followed by a 4-h stimulation with 0.2 ng/ml interleukin-1β (IL-1*upbeta*) or vehicle (PBS/0.1% BSA). Total RNA was extracted to enrich for small RNAs and subjected to microarray analysis using the Affymetrix platform for long, coding transcripts and the NanoString^®^ platform for small, non-coding RNAs. After normalization, the data were subjected to differential expression analysis was conducted using the Affymetrix Transcription Analysis Console. Downstream relationships were evaluated using Gene Set Enrichment Analysis (GSEA), Transcription Factor Binding Motif (TFBM) analysis, and Ingenuity Pathway Analysis. The relative expression data are the mean and FDR *p*-value from three separate sets of biological replicates. **(B)** depicts the expression of PR-A and PR-B using immunofluorescence (left panel) or immunoblotting (right panel) following priming with 17β-E2.

**FIGURE 2:**
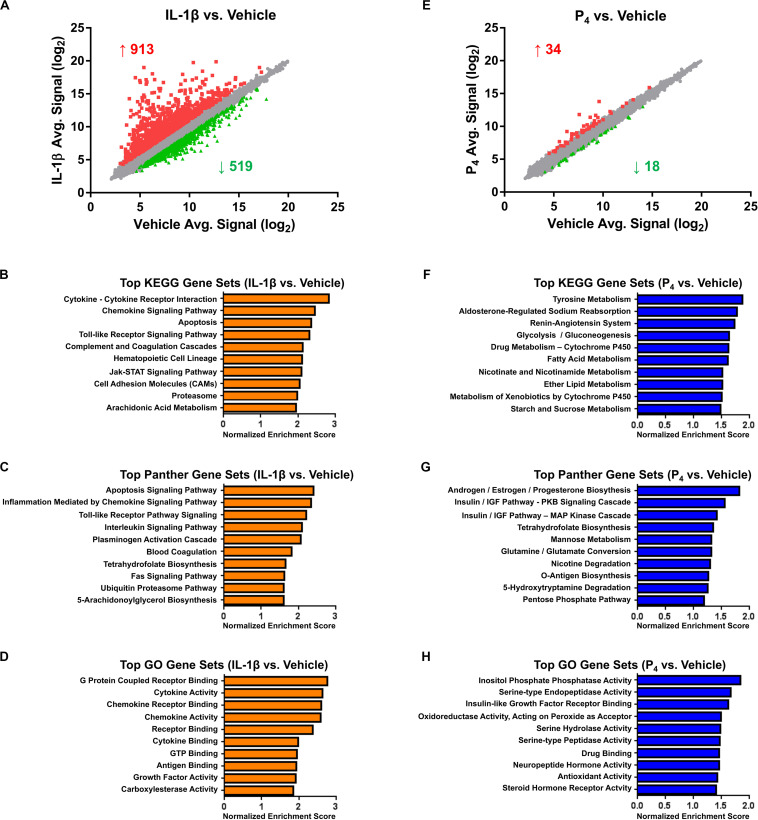
Microarray and bioinformatics analysis of differentially expressed genes in cervical stromal fibroblasts stimulated with IL-1β (0.2 ng/ml) or P_4_ (10^–7^ M) for hrs. Cells were primed with 17β-E2 (10^–8^ M) to induce progesterone receptors -A and -B and then challenged for 4 hrs with IL-1β **(A–D)** or P_4_ for 4 h (after a 24-h preincubation with the steroid) **(E–H)**, total RNA isolated and quantified and differential gene expression by microarray analysis. The normalized data are expressed as mean signal intensity (log_2_) and are from three separate experiments carried out in duplicate **(A,E)**. Bioinformatics analysis of differentially expressed transcripts using KEGG **(B,F)**, Panther **(C,G)** and GO **(D,H)** algorithms.

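IL-1β separated the arrays more than P_4_ did. The first principal component of the 8 arrays held 56.8% of the variance, and the IL-1β groups against the others explained 98.6% of it. The second held 22.7%, and the replicate number explained 99.2% of it. The third held 4.9%, and P_4_ explained 41% of it. Both replicates of a group correlated at 0.984 to 0.986 over transcript clusters, which are not independent replicates. Between 13.9% and 15.3% of the transcript clusters differed by over 0.5 on the log2 scale between the replicates of a group.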

### IL-1β Induces a Broad Array of Transcripts

Cervical fibroblasts cultured as described (Ackerman et al., 2016b) were pretreated for 7–14 days with 10^–8^ M 17β-E_2_ to induce nuclear PR expression. 

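After 4 h of IL-1β, 1527 transcript clusters were higher than with vehicle and 868 were lower, which held 788 and 426 named genes. The largest estimated rise was that of CXCL8, the neutrophil-attracting chemokine IL-8, from 4.42 ± 0.12 (log2, SD, n = 2) to 17.45 ± 0.01 (n = 2). This is a log2 fold change of 13.03 (SE 0.11, adjusted p = 2.63e-06) (limma). Its lower value lies among the background features, with 90th percentiles of 5.30 and 5.43 on the vehicle arrays. Its upper value lies above log2 16, the scan limit, where the scaling of the values is not known. The size of this fold is thus uncertain at both ends. Next were PTGS2, the inducible cyclooxygenase, and the chemokines CXCL10 and CXCL1, with log2 fold changes of 11.53 (SE 0.18) for PTGS2, 11.27 (SE 0.47) for CXCL10 and 11.13 (SE 0.21) for CXCL1, with an adjusted p from 1.47e-05 to 0.000417. TNFAIP2, the adhesion molecule ICAM1, the chemokine CXCL6 and the hyaluronan-binding protein TNFAIP6 rose with log2 fold changes of 11.11 (SE 0.13) for TNFAIP2, 10.59 (SE 0.34) for ICAM1, 9.80 (SE 0.28) for CXCL6 and 8.78 (SE 0.11) for TNFAIP6, with an adjusted p from 6.58e-06 to 2e-04. The IL-1β values of PTGS2, CXCL1, TNFAIP2, ICAM1 and TNFAIP6 lie above the scan limit too, and the vehicle values of PTGS2, CXCL10 and CXCL6 among the background features, so the order of these folds is uncertain. Among the largest falls were PIK3R1, a regulatory subunit of phosphoinositide 3-kinase, the muscarinic receptor CHRM2, the iron exporter SLC40A1 and the serotonin receptor HTR2B, with log2 fold changes of -4.25 (SE 0.39) for PIK3R1, -4.05 (SE 0.42) for CHRM2, -3.61 (SE 0.40) for SLC40A1 and -3.28 (SE 0.16) for HTR2B, with an adjusted p from 0.000668 to 0.00897. Every called cluster changed the same way in both replicates, which the rule for a call nearly ensures, so it adds no evidence. Without vehicle replicate 2 the counts were 849 higher and 288 lower, and without IL-1β replicate 2 347 were lower. With no replicate block 996 were higher and 437 lower. In a test over the 4 groups without moderation of the spread there were 182 and 23. That test ends the IL-1β calls of 194 genes named in the text or held in its gene lists, which are not marked gene by gene.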

Relative to vehicle-treated controls, microarray profiling of cells stimulated for 4 h with IL-1β (0.2 ng/ml) revealed changes in gene expression, with significant (minimum ≥two-fold change in expression and FDR <0.1) upregulation of 913 and downregulation of 519 transcripts (Figure 2A and Supplementary Table S1). 

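Of the 23 measured chemokines, 16 rose, 0 fell and 7 did not pass the test (16 higher and 1 lower when adjusted over the list alone; camera, upward, adjusted p = 5.4e-23, and adjusted p = 0.0773 with an estimated correlation). The monocyte chemoattractants CCL8, CCL7 and CCL2 rose with log2 fold changes of 8.58 (SE 0.23) for CCL8, 8.55 (SE 0.40) for CCL7 and 7.70 (SE 0.60) for CCL2, with an adjusted p from 0.000103 to 0.00313 (limma, n = 2 arrays per group), though the IL-1β value of CCL2 lies above log2 16, the scan limit, and the vehicle values of CCL8 and CCL7 among the background features. Of the 22 measured interleukins, colony-stimulating factors and related cytokines, 15 rose, 0 fell and 7 did not pass the test (camera, upward, adjusted p = 5.28e-19, and adjusted p = 0.0773 with an estimated correlation). LIF, a cytokine of the IL-6 family, the granulocyte factor CSF3 and IL33 rose with log2 fold changes of 8.71 (SE 0.12) for LIF, 8.49 (SE 0.40) for CSF3 and 5.27 (SE 0.32) for IL33, with an adjusted p from 1.24e-05 to 0.00135. Of the 25 measured genes of prostaglandin synthesis, breakdown and receptors, 4 rose, 1 fell and 20 did not pass the test (camera, upward, adjusted p = 0.0181, and adjusted p = 0.118 with an estimated correlation). Besides PTGS2, the prostaglandin E synthase PTGES and the carbonyl reductase CBR3 rose, with log2 fold changes of 4.60 (SE 0.44) for PTGES and 1.99 (SE 0.21) for CBR3, with an adjusted p from 0.00569 to 0.00778. The prostaglandin E receptor PTGER2 fell (log2 fold change -2.03, SE 0.24, adjusted p = 0.0114). The call for PTGER2 was lost without IL-1β replicate 2 (-1.87, adjusted p = 0.102). Of the 13 measured genes of the kallikrein-kinin system, 2 rose, 0 fell and 11 did not pass the test, the rises being those of the bradykinin receptors BDKRB1 and BDKRB2 (camera, upward, adjusted p = 0.199, and adjusted p = 0.314 with an estimated correlation). Of the 21 measured metalloproteinases and their tissue inhibitors, 5 rose, 2 fell and 14 did not pass the test (6 higher and 2 lower when adjusted over the list alone; camera, upward, adjusted p = 0.0219, and adjusted p = 0.126 with an estimated correlation). The aggrecanases ADAMTS4 and ADAMTS5 went opposite ways, with log2 fold changes of 4.33 (SE 0.31) for ADAMTS4 and -1.95 (SE 0.22) for ADAMTS5, with an adjusted p from 0.00233 to 0.0103.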

As we observed previously in other intrauterine cell types, e.g., amnion mesenchymal fibroblasts (Li et al., 2011) and uterine decidual stromal cells (Ibrahim et al., 2016), highly IL-1β-induced transcripts included those encoding a wide array of cytokines and chemokines, enzymes involved in prostaglandin synthesis, bradykinin receptors-1 and -2, and matrix metalloproteinases, among others. Other prominent differentially expressed mRNAs included acute phase reactants, members of the complement family including tissue factor pathway inhibitor 2, and other proteases and their inhibitors (Supplementary Table S1). 

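Of the 25 measured genes of the acute phase, complement and coagulation, 8 rose, 2 fell and 15 did not pass the test (camera, upward, adjusted p = 0.00252, and adjusted p = 0.0936 with an estimated correlation). PTX3, a pentraxin of the acute phase, rose to 16.45 ± 0.00 (log2, SD, n = 2) from 9.61 ± 0.83 (n = 2), a log2 fold change of 6.84 (SE 0.27, adjusted p = 0.000327) (limma), of uncertain size since the upper value lies above log2 16, the scan limit. The complement genes CFB and C3 rose with log2 fold changes of 6.51 (SE 0.23) for CFB and 2.98 (SE 0.32) for C3, with an adjusted p from 0.000257 to 0.00869. TFPI2, an inhibitor of serine proteases, rose with a log2 fold change of 4.07 (SE 0.30, adjusted p = 0.00255). The plasminogen activator PLAT and the urokinase receptor PLAUR rose with log2 fold changes of 2.77 (SE 0.13) for PLAT and 2.73 (SE 0.17) for PLAUR, with an adjusted p from 0.000583 to 0.0014. The protease inhibitor SERPINE2 rose as well (log2 fold change 1.71, SE 0.13, adjusted p = 0.00315), and the thrombin receptor family member F2RL2 fell (log2 fold change -1.86, SE 0.25, adjusted p = 0.016). The call for SERPINE2 was lost with no replicate block (1.71, adjusted p = 0.777). The call for F2RL2 was lost with no replicate block (-1.86, adjusted p = 0.53), without IL-1β replicate 2 (-1.64, adjusted p = 0.126) and without vehicle replicate 2 (-1.52, adjusted p = 0.108). The median log2 fold change of the list was 0.01 and its mean 1.03.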

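The interferon-stimulated genes, which encode antiviral proteins, rose together after IL-1β. Of the 38 measured interferon-stimulated genes, 29 rose, 0 fell and 9 did not pass the test (31 higher and 0 lower when adjusted over the list alone). The list's adjusted p was 2.73e-35 (camera, upward), and its call was lost with an estimated correlation (adjusted p = 0.118). IFIT2, GBP4, GBP1 and the viral RNA sensor IFIH1 had log2 fold changes of 6.13 (SE 0.27) for IFIT2, 5.97 (SE 0.34) for GBP4, 5.10 (SE 0.29) for GBP1 and 4.93 (SE 0.46) for IFIH1, with an adjusted p from 0.000485 to 0.00529 (limma, n = 2 arrays per group), that of GBP1 with an upper value above log2 16, the scan limit. Of the 14 measured JAK, STAT and SOCS genes, 5 rose, 0 fell and 9 did not pass the test (camera, upward, adjusted p = 7.77e-05, and adjusted p = 0.0936 with an estimated correlation). STAT5A went from 6.90 ± 0.11 to 10.41 ± 0.28 (log2, SD, n = 2 each), a log2 fold change of 3.50 (SE 0.34, adjusted p = 0.006), and the kinase JAK2 had a log2 fold change of 1.87 (SE 0.12, adjusted p = 0.00174). STAT5B had a log2 fold change of 1.10 (SE 0.12, adjusted p = 0.0089). The call for STAT5B was lost with quantile normalization run again (1.00, adjusted p = 0.0136) and without vehicle replicate 2 (0.98, adjusted p = 0.0894). Of the 18 measured MAP kinase phosphatases and regulators, 7 rose, 0 fell and 11 did not pass the test (7 higher and 1 lower when adjusted over the list alone; camera, upward, adjusted p = 1.83e-07, and adjusted p = 0.09 with an estimated correlation). The upstream kinases MAP3K5 and MAP3K8 and the phosphatase DUSP6 had log2 fold changes of 4.83 (SE 0.16) for MAP3K5, 4.01 (SE 0.22) for MAP3K8 and 1.85 (SE 0.17) for DUSP6, with an adjusted p from 0.000221 to 0.00503.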

Intracellular signal transduction pathways differentially expressed following IL-1β treatment included the interferon (IFN), signal transducer and activator of transcription 5 (STAT5), and mitogen-activated protein kinase (MAP kinase)/phosphatase pathways (Supplementary Table S1).

Highly enriched pathways, as determined by the GSEA algorithms (KEGG, Panther, and GO, respectively), included those related to inflammatory signaling, apoptosis, blood coagulation, cell adhesion, and arachidonic acid metabolism (Figures 2B–D and Supplementary Table S2). 

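Of the 17 measured regulators of apoptosis, 9 rose, 0 fell and 8 did not pass the test (camera, upward, adjusted p = 4.1e-14, and adjusted p = 0.0773 with an estimated correlation). They included members that promote and that restrain cell death, with log2 fold changes of 7.39 (SE 0.11) for RIPK2, 4.22 (SE 0.14) for BID, 4.16 (SE 0.27) for BCL2A1 and 1.91 (SE 0.16) for BCL2, with an adjusted p from 1.24e-05 to 0.00376 (limma, n = 2 arrays per group). BID is a promoter of apoptosis, BCL2 and BCL2A1 inhibit it, and RIPK2 is a kinase of innate immune signaling, whose IL-1β value lies above log2 16, the scan limit. Of the 29 measured cytokine receptors, 13 rose, 0 fell and 16 did not pass the test (14 higher and 0 lower when adjusted over the list alone; camera, upward, adjusted p = 1.68e-13, and adjusted p = 0.0936 with an estimated correlation). The decoy receptor TNFRSF11B, the interleukin-7 receptor IL7R and the interferon receptor subunits IFNAR2 and IFNGR2 had log2 fold changes of 6.12 (SE 0.25) for TNFRSF11B, 4.73 (SE 0.53) for IL7R, 4.24 (SE 0.19) for IFNAR2 and 3.37 (SE 0.14) for IFNGR2, with an adjusted p from 0.000417 to 0.00978. Of the 26 measured growth factors, 10 rose, 2 fell and 14 did not pass the test (camera, upward, adjusted p = 0.000428, and adjusted p = 0.0936 with an estimated correlation). HBEGF, a ligand of the epidermal growth factor receptor, and FGF2 rose with log2 fold changes of 3.45 (SE 0.29) for HBEGF and 3.18 (SE 0.24) for FGF2, with an adjusted p from 0.00281 to 0.00395.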

Based on this gene expression signature, the IPA upstream regulator algorithm predicted activation of 65 and inhibition of 23 transcriptional regulators. 

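Nearly the whole set of genes that encode NF-κB subunits and their feedback regulators rose with IL-1β. Of the 24 measured members of it, 20 rose, 0 fell and 4 did not pass the test (camera, upward, adjusted p = 2.73e-35, and adjusted p = 0.0773 with an estimated correlation). TNFAIP3, a ubiquitin-editing inhibitor of NF-κB, went from 7.17 ± 0.27 to 16.79 ± 0.11 (log2, SD, n = 2 each), a log2 fold change of 9.63 (SE 0.20, adjusted p = 4.04e-05) (limma), of uncertain size since the upper value lies above log2 16, the scan limit. The inhibitor NFKBIA, the subunits NFKB1 and NFKB2, the nuclear regulator NFKBIZ and the kinase IRAK2 had log2 fold changes of 6.45 (SE 0.14) for NFKBIA, 6.19 (SE 0.24) for NFKB1, 4.26 (SE 0.22) for NFKB2, 5.91 (SE 0.15) for NFKBIZ and 5.33 (SE 0.13) for IRAK2, with an adjusted p from 4.57e-05 to 0.000742. Of the 19 measured immediate early genes, 6 rose, 0 fell and 13 did not pass the test (7 higher and 1 lower when adjusted over the list alone; camera, upward, adjusted p = 8.72e-08, and adjusted p = 0.0773 with an estimated correlation). The orphan nuclear receptor NR4A3, the stress-response gene IER3 and the transcription factor ATF3 rose with log2 fold changes of 5.56 (SE 0.42) for NR4A3, 4.85 (SE 0.35) for IER3 and 2.77 (SE 0.23) for ATF3, with an adjusted p from 0.00245 to 0.00375. Of the AP-1 subunits, JUN rose with a log2 fold change of 2.49 (SE 0.44, adjusted p = 0.0343). The call for JUN was lost without IL-1β replicate 1 (1.97, adjusted p = 0.172), without vehicle replicate 1 (2.02, adjusted p = 0.159) and without vehicle replicate 2 (2.96, adjusted p = 0.118).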

As expected, following proinflammatory cytokine challenge, activation was inferred for nuclear factor-κB (NF-κB), components of the JAK-STAT signaling pathway, interferon regulatory factors (IRFs), activator protein-1 (AP-1) subunits, and Forkhead box (FOX) transcription factors, among many others (Supplementary Table S3). Confirming these predictions, a complementary promoter scanning analysis (TRAP analysis) of the differentially regulated genes revealed overrepresentation of canonical binding motifs corresponding to several of these transcription factors, including NF-κB (i.e., the NF-kappaB, NFKB1, REL, and RELA model matrices), FOX (i.e., the Foxq1, FOXF2, FOXO3, FOXD1, Foxa2, and FOXI1 matrices), IRF (i.e., the IRF1 and IRF2 matrices), STAT (i.e., the STAT1 and STAT3 matrices), and AP1 (Supplementary Table S4).

Although not prominently represented in the pathway analyses, given the importance of the ECM in cervical remodeling, we surveyed IL-1β-responsive transcripts for changes in genes responsible for ECM integrity, including proteoglycans, fibrous proteins, and genes associated with ECM biosynthesis and degradation. IL-1β induced the expression of three proteoglycan-related proteins (hyaluronan receptor*/CD44*, syndecan-4*/SDC4*, and serglycin/*SRGN*) and attenuated the expression of an additional two (decorin/*DCN* and structural maintenance of chromosome 3/chondroitin sulfate proteoglycan-6/*SMC3*) proteins. 

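Serglycin (SRGN), a proteoglycan of secretory granules, had the largest of these rises, from 6.44 ± 0.22 to 14.75 ± 0.79 (log2, SD, n = 2 each), a log2 fold change of 8.30 (SE 0.48, adjusted p = 0.00113) (limma). The heparan sulfate proteoglycan SDC4 rose with a log2 fold change of 2.94 (SE 0.13, adjusted p = 0.000485), and SMC3, a cohesin subunit, fell with a log2 fold change of -1.67 (SE 0.19, adjusted p = 0.0102). The hyaluronan receptor CD44 rose with a log2 fold change of 1.50 (SE 0.23, adjusted p = 0.0247), and its IL-1β value and that of SDC4 lie above log2 16, the scan limit. The call for CD44 was lost without IL-1β replicate 2 (1.32, adjusted p = 0.173) and without vehicle replicate 2 (1.17, adjusted p = 0.143). DCN, the collagen-binding proteoglycan decorin, had a log2 fold change of -0.67 (SE 0.21, adjusted p = 0.153), which did not pass the test, in its brightest transcript cluster, while another cluster of it was called lower, with a log2 fold change of -2.45. Of the 24 measured proteoglycans and their binding partners, 4 rose, 1 fell and 19 did not pass the test, and the list's median was -0.19 where its mean was 0.62 (camera, downward, adjusted p = 0.871, and adjusted p = 0.897 with an estimated correlation).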

IL-1β also induced the expression of elastin (*ELN*), a basement membrane-associated procollagen (collagen type IV, α1 chain/*COL4A1*), and several genes involved in glycosaminoglycan (GAG) biosynthesis (β-1,4-galactosyltransferase-1/*B4GALT1*, carbohydrate sulfotransferase-11/*CHST11*, exostosin glycosyltransferase-/*EXT1*, fucosyltransferase-8/*FUT8*, hyaluronan synthase-2/*HAS2*, heparan sulfate-glucosamine 3-sulfotransferase-3B1/*HS3ST3B1*, and/ST3 β-galactosidase α-2,3-sialytransferase 1/*3GAL1*), while decreasing the expression of collagen type III, α1 chain/*COL3A1*, a major fibrillar procollagen in the cervical ECM Supplementary Table S1.

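Of the 29 measured enzymes of glycosaminoglycan and hyaluronan synthesis or breakdown, 8 rose, 0 fell and 21 did not pass the test (camera, upward, adjusted p = 1.07e-07, and adjusted p = 0.0936 with an estimated correlation). The list holds the enzymes that the paper names as raised by IL-1β on these samples, so its test is no independent evidence. The sulfotransferase HS3ST3B1, the galactosyltransferase B4GALT1 and the hyaluronan synthase HAS2 rose with log2 fold changes of 2.72 (SE 0.25) for HS3ST3B1, 2.68 (SE 0.11) for B4GALT1 and 2.29 (SE 0.16) for HAS2, with an adjusted p from 0.000456 to 0.00526 (limma, n = 2 arrays per group). The fucosyltransferase FUT8, the sialyltransferase ST3GAL1, the chondroitin sulfotransferase CHST11 and the heparan sulfate polymerase EXT1 rose with log2 fold changes of 2.27 (SE 0.23) for FUT8, 2.25 (SE 0.18) for ST3GAL1, 2.21 (SE 0.25) for CHST11 and 2.16 (SE 0.13) for EXT1, with an adjusted p from 0.00113 to 0.00963. Elastin (ELN) was the 1 of 12 measured elastic fiber genes that rose (log2 fold change 1.44, SE 0.29, adjusted p = 0.0518), and the list as a whole went downward (camera, downward, adjusted p = 0.00167, and adjusted p = 0.213 with an estimated correlation). COL4A1, a basement membrane collagen chain, rose with a log2 fold change of 1.51 (SE 0.24, adjusted p = 0.027). The call for ELN was lost with no replicate block (1.44, adjusted p = 0.412), without IL-1β replicate 1 (1.50, adjusted p = 0.197), without IL-1β replicate 2 (1.37, adjusted p = 0.263) and without vehicle replicate 2 (1.12, adjusted p = 0.29). The call for COL4A1 was lost with no replicate block (1.51, adjusted p = 0.236), without IL-1β replicate 1 (1.13, adjusted p = 0.102), without vehicle replicate 1 (1.59, adjusted p = 0.111) and without vehicle replicate 2 (1.43, adjusted p = 0.194). Of the 14 measured extracellular matrix genes that the paper names, 12 rose, 1 fell and 1 did not pass the test, a list chosen on these samples and so no independent evidence of their direction (camera, upward, adjusted p = 1.6e-13, and adjusted p = 0.0109 with an estimated correlation).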

### Progesterone Regulates a Modest Set of Genes

In contrast to the surfeit of differentially expressed genes observed following IL-1β stimulation, the transcriptional response to progesterone (10^–7^ M, a dose similar to the maternal circulating levels late in human gestation) (Word et al., 2007) was modest. 

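For no transcript cluster did P_4_ pass the test against vehicle in limma, where 86 were at least 2-fold higher and 47 at least 2-fold lower whatever the p. The smallest adjusted p, 0.42, was that of osteomodulin (OMD), a small proteoglycan of the matrix. OMD had a mean of 7.25 ± 1.35 with vehicle and 9.13 ± 1.55 with P_4_ (log2, SD, n = 2 each), a log2 fold change of 1.88 (SE 0.12). At an unadjusted p under 0.05 there were 2310 clusters higher and 1686 lower, where chance gives 1688 each way. In 1 moderated test over the 4 groups, combined with the 2-fold minimum for P_4_ against vehicle, 43 were higher and 27 lower, and 2 and 0 without moderation. That test passes on any difference among the groups, IL-1β included. Over clusters with 1 gene symbol only, 1 cluster was called higher. From the number of P_4_-responsive transcripts set beside that after IL-1β (Figure 2E), the paper states that the transcriptional response to P_4_ was modest.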

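COL8A1, a short-chain collagen, had a log2 difference of -1.44 (SE 0.26, adjusted p = 0.765) with P_4_ against vehicle (limma, n = 2 arrays per group). The integrin gene ITGA11 and the matrix gene HMCN1 had log2 differences of -1.13 (SE 0.18) for ITGA11 and -1.08 (SE 0.17) for HMCN1, each with an adjusted p = 0.765. The chemokine CCL2 had a log2 difference of -1.21 (SE 0.60, adjusted p = 0.888), and MYOCD, a cofactor of smooth muscle transcription, one of 1.14 (SE 0.16, adjusted p = 0.765). None of these passed the test of this pair. The moderated test over the 4 groups with the 2-fold minimum does take COL8A1, CCL2 and MYOCD, among others, for P_4_, though it passes on IL-1β differences too. Of the 52 genes in Table S5, 50 were matched to a transcript cluster, and each had the paper's direction with P_4_ against vehicle. By the moderated test over the 4 groups with the 2-fold minimum, 13 of the 32 higher and 4 of the 18 lower matched genes were called that way. In IL-1β + P_4_ against IL-1β, on other arrays, 44 of the 50 had that direction, and 37 had it in all 4 differences within a replicate. The paper chose these genes on these samples and further ones, so this is no independent evidence.

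**Figure D1:**
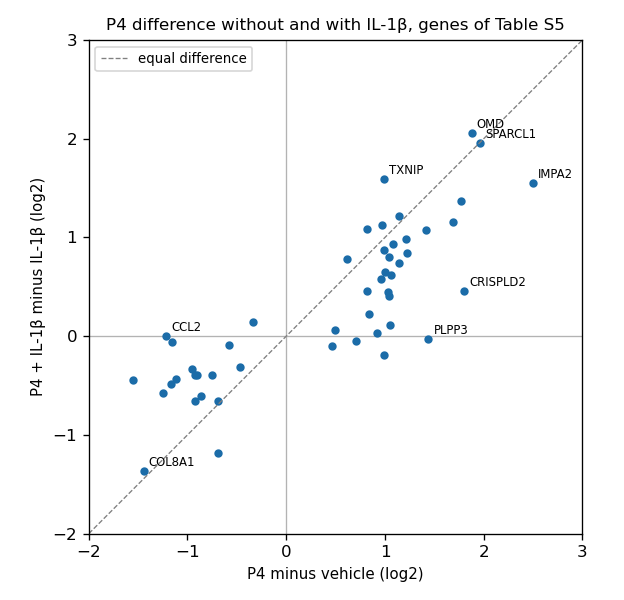
Log2 difference of P_4_ minus vehicle (horizontal axis) and of IL-1β + P_4_ minus IL-1β (vertical axis) for the 50 matched genes of Table S5, each point 1 gene as the mean of 2 replicates, with no error drawn. The dashed line marks equal differences, and 44 of the 50 points lie on the same side of 0 on both axes.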

Compared to cells receiving vehicle alone, cervical fibroblasts incubated with P_4_ exhibited expression changes in only 52 genes, 34 of which were upregulated and 18 downregulated (Figure 2E and Supplementary Table S5).

Top-ranking pathways (analyzed by KEGG, Panther, and GO algorithms) associated with this gene expression signature included those related to the amino acid metabolism, xenobiotics, and fatty acid biosynthesis and catabolism, in addition to cortisol biosynthesis, insulin-like growth factor (IGF) signaling, and sodium reabsorption and the renin–angiotensin system (RAS) (Figures 2F–H and Supplementary Table S6). 

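Genes known to be induced by progestins and glucocorticoids stood higher with P_4_ than other genes, although none of the 18 measured members was called over all transcript clusters. Adjusted over the list alone, 3 were called higher and 0 lower, 16 had a positive difference, and the list passed camera's test (upward, adjusted p = 9.23e-09), but not with an estimated correlation (adjusted p = 0.206). The glutamine synthetase GLUL and the monoamine oxidase MAOA had log2 differences of 0.89 (SE 0.11) for GLUL and 0.67 (SE 0.13) for MAOA, each with an adjusted p = 0.765 (limma, n = 2 arrays per group). The transcription factor ZBTB16, a progestin target, had a log2 difference of 1.05 (SE 0.26, adjusted p = 0.77). It is in Table S5, as are the list members FKBP5 and CRISPLD2, with log2 differences of 1.69 and 1.80. The paper chose these genes on these samples, so the list's test is no independent evidence. In IL-1β + P_4_ against IL-1β the same list had an adjusted p = 0.00254 (camera, upward), and an adjusted p = 0.755 with an estimated correlation. Of 21 measured steroid receptors and enzymes of steroid metabolism, 0 were called higher and 0 lower with P_4_ (camera adjusted p = 0.82). The progesterone receptor gene PGR had a log2 difference of 0.73 (SE 0.21, adjusted p = 0.785), at a mean of 7.59 ± 0.14 with vehicle (log2, SD, n = 2).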

Based on this expression pattern, the IPA upstream regulator algorithm correctly predicted activation of the PR and inferred inhibition for a small number of inflammatory and growth regulators (Supplementary Table S7). Promoter scanning analysis revealed overrepresentation of the NR3C1 model matrix corresponding to the consensus binding motif of the glucocorticoid receptor (GRE: 5’RGRACANNNTGTYC3’, where R = purine, Y = pyrimidine, N = any nucleic acid) (Supplementary Table S8). This was somewhat expected, inasmuch as the response elements for the glucocorticoid and progesterone receptors are quite similar (Lieberman et al., 1993; Nelson et al., 1999), and a separate PR response element model was not included in the non-redundant JASPAR vertebrate matrix database used for this query.

Unexpectedly, however, these promoter regions were also enriched for NF-κB-binding motifs. Given that we expected NF-κB-responsive genes to be induced following cytokine challenge, we then compared the extent of overlap between the genes differentially expressed following IL-1β and P_4_ co-stimulation. We found that a considerable proportion (31%) of the genes influenced by P_4_ were also IL-1β responsive; specifically, nine genes were upregulated in both conditions. In addition, eight genes were downregulated following either treatment. 

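No transcript cluster was called for P_4_ in limma, so no call was shared with IL-1β. With the moderated test over the 4 groups and the 2-fold minimum, 10 clusters were higher in both comparisons, among 43 for P_4_ and 1472 for IL-1β. Likewise 9 were lower in both, among 27 and 834, and chance would share 10.9 and 3.9 among the 5824 clusters past this test, which both lists require. Of the 70 clusters that this test takes for P_4_, 29 passed it with 2-fold for IL-1β too. Among all 5824 clusters past it, 1472 higher and 834 lower ones did, which is nearly the same share. Both comparisons share the vehicle arrays: their log2 fold changes correlated at 0.149 over transcript clusters, where simulated unchanged groups gave 0.498, and their covariance was 0.0163 against 0.0201. ADAMTS1, an aggrecanase, and the thioredoxin-binding protein TXNIP had log2 differences of 0.81 (SE 0.83) for ADAMTS1 and 0.99 (SE 0.45) for TXNIP, with an adjusted p from 0.867 to 0.969 with P_4_ (limma, n = 2 arrays per group). The chemokine CXCL2 had a log2 difference of -0.23 (SE 0.50, adjusted p = 0.992) with P_4_, and 7.55 with IL-1β (SE 0.50, adjusted p = 0.00178).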

Interestingly, most genes induced by either treatment were found to have roles in mitigating inflammation based on literature review (Table 1).

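Of the 9 genes of Table 1, 7 rose with IL-1β and none was called with P_4_, although all 9 had a positive P_4_ difference, with a median log2 of 1.04. The moderated test over the 4 groups with the 2-fold minimum took CRISPLD2, FKBP5, PLPP3, PPP4R4 and SLC39A8 for P_4_ (adjusted p from 0.00163 to 0.0457). That test passes on any difference among the groups, IL-1β included. SLC39A8, a zinc importer, and CRISPLD2, a secreted protein that binds lipopolysaccharide, rose after IL-1β with log2 fold changes of 4.73 (SE 0.31) for SLC39A8 and 2.89 (SE 0.25) for CRISPLD2, with an adjusted p from 0.00172 to 0.00406 (limma, n = 2 arrays per group). IRAK3, an inhibitor of interleukin-1 receptor signaling, MMD, the lipid phosphatase PLPP3 and the phosphatase subunit PPP4R4 rose with log2 fold changes of 2.52 (SE 0.33) for IRAK3, 2.13 (SE 0.25) for MMD, 2.79 (SE 0.23) for PLPP3 and 1.99 (SE 0.31) for PPP4R4, with an adjusted p from 0.00375 to 0.0251. ALDH1A3, an enzyme of retinoic acid synthesis, had a log2 fold change of 1.33 (SE 0.39, adjusted p = 0.133) and was not called, but it was called with only the 4 arrays of both groups (1.33, adjusted p = 0.0186), over the brighter clusters only (1.33, adjusted p = 0.0769), over clusters with 1 gene symbol only (1.33, adjusted p = 0.0757), without P_4_ replicate 1 (1.33, adjusted p = 0.0783) and without P_4_ replicate 2 (1.33, adjusted p = 0.0783). With P_4_, the same genes had log2 differences of 1.04 (SE 0.31) for SLC39A8, 1.80 (SE 0.25) for CRISPLD2, 0.82 (SE 0.33) for IRAK3, 0.96 (SE 0.25) for MMD, 1.44 (SE 0.23) for PLPP3, 1.22 (SE 0.31) for PPP4R4 and 0.49 (SE 0.39) for ALDH1A3, with an adjusted p from 0.765 to 0.945. The call for IRAK3 was lost with no replicate block (2.52, adjusted p = 0.127), without IL-1β replicate 1 (2.29, adjusted p = 0.104) and without vehicle replicate 2 (2.20, adjusted p = 0.126). The call for MMD was lost with no replicate block (2.13, adjusted p = 0.105) and without IL-1β replicate 2 (2.03, adjusted p = 0.105). The call for PLPP3 was lost with no replicate block (2.79, adjusted p = 0.219). The call for PPP4R4 was lost with no replicate block (1.99, adjusted p = 0.337), without IL-1β replicate 1 (1.79, adjusted p = 0.15), without IL-1β replicate 2 (2.19, adjusted p = 0.123) and without vehicle replicate 2 (1.59, adjusted p = 0.161). The paper chose the list on these samples, so its set tests are no independent evidence (camera, upward with P_4_, adjusted p = 1.26e-11, and adjusted p = 0.0318 with an estimated correlation).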

**TABLE 1:** Characteristics of transcripts induced by both P4 and IL-1β based on microarray profiling.

Gene symbol	Description	IL-1β vs. vehicle fold change	P_4_ vs. vehicle fold change	P_4_ + IL-1β vs. vehicle fold change	Notes (references)
ALDH1A3	aldehyde dehydrogenase 1 family, member A3	2.25	2.57	4.43	Androgen-responsive gene in human prostate cancer epithelial cells (Trasino et al., 2007); participates in retinoic acid production and the metabolism of acetaldehyde, some amino acids, lipid peroxidation products, and exogenous chemicals (Duan et al., 2016).
CRISPLD2	cysteine-rich secretory protein LCCL domain containing 2	7.12	3.56	10.7	Progesterone receptor target gene in uterine cells (Yoo et al., 2014); blocks HMGB1-induced inflammation (Zhang et al., 2016); prevents lipopolysaccharide binding to target cells (Wang et al., 2009); responsive to both glucocorticoids and IL-1β in airway smooth muscle cells and negatively regulates pro-inflammatory cytokine function (Himes et al., 2014)
FKBP5	FK506 binding protein 5	2.18	4.13	4.2	Induced by glucocorticoids and progestins via hormone response elements (Hubler and Scammell, 2004); attenuates progestin responsiveness in cell models (Hubler et al., 2003).
HSD11B1	hydroxysteroid (11-beta) dehydrogenase 1	30.41	2.57	93.12	Reversibly reduces inactive cortisone to the active glucocorticoid receptor agonist cortisol (Oppermann et al., 1997); induced by progesterone in human endometrial stromal cells (Kuroda et al., 2013); responsive to IL-1α in human ovarian surface epithelium (Yong et al., 2002).
IRAK3	interleukin-1 receptor-associated kinase 3	6.77	2.5	19.75	Negative regulator of Toll/interleukin receptor signal transduction (Kobayashi et al., 2002); prevents neutrophil-dependent lung injury during influenza infection of the respiratory tract (Seki et al., 2010)
MMD	monocyte to macrophage differentiation-associated	5.42	2.48	9.64	Up-regulated during monocyte differentiation (Rehli et al., 1995); induced by lipopolysaccharide in macrophages (Liu et al., 2012); enhances cytokine and nitric oxide production in macrophages (Liu et al., 2012); plays a critical role in heart morphogenesis (Huang et al., 2012); inhibits growth of lung cancer cells (Li and He, 2014).
PLPP3	phospholipid phosphatase 3	4.16	2.93	4.86	Promotes anti-inflammatory phenotype and maintains vascular integrity of endothelial cells (Wu et al., 2015); promotes endothelial barrier function and limits sensitivity to inflammation-induced vascular leaks (Panchatcharam et al., 2014)
PPP4R4	protein phosphatase 4, regulatory subunit 4	4.39	3.47	8.18	Regulatory subunit for phosphoprotein phosphatase 4 PPP4C, modulates the latter’s role in microtubule dynamics, DNA damage checkpoint recovery, apoptosis, and tumor necrosis factor alpha signaling (Chen et al., 2008); induced by preovulatory LH surge in ovarian steroidogenic cells (Christenson et al., 2013).
SLC39A8	solute carrier family 39 (zinc transporter), member 8	36.2	2.28	47.64	Functions in the cellular import of zinc at the onset of inflammation (Begum et al., 2002); NF-κB target gene that suppresses inflammatory signaling in zinc-dependent fashion (Liu et al., 2013).

### Progesterone Selectively Modulates Global Cytokine-Elicited Transcription

Relative to control cells, the global cellular response to IL-1β + P_4_, like that following IL-1β exposure alone, was considerable: 889 genes exhibited induced expression, while 504 showed diminished expression (Figures 3A–C and Supplementary Table S9). 

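With IL-1β + P_4_, 1424 transcript clusters were higher than with vehicle and 837 lower, among them 758 and 417 named genes (limma). CXCL8, CXCL10 and PTGS2 led the rises, with log2 fold changes of 13.02 (SE 0.11) for CXCL8, 11.55 (SE 0.47) for CXCL10 and 11.20 (SE 0.18) for PTGS2, with an adjusted p from 2.63e-06 to 0.000406 (n = 2 arrays per group), from vehicle values among the background features and, for CXCL8 and PTGS2, to values above log2 16, the scan limit. CHRM2, HTR2B and the LIM protein AJUBA were among the largest falls, with log2 fold changes of -4.50 (SE 0.42) for CHRM2, -3.68 (SE 0.16) for HTR2B and -3.17 (SE 0.14) for AJUBA, with an adjusted p from 5e-04 to 0.00551. The regulatory subunit PPP1R3C, which directs glycogen synthesis, fell with a log2 fold change of -3.47 (SE 0.17, adjusted p = 0.000729). Without vehicle replicate 2 the counts were 759 higher and 257 lower, and without IL-1β + P_4_ replicate 2 they were 873 and 352. With no replicate block they were 868 and 395, in the test over the 4 groups without moderation 181 and 20, and with only the 4 arrays of both groups 525 were lower.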

The Jaccard similarity indices between these treatment groups were 0.79 and 0.62 for upregulated and downregulated genes, respectively. 

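IL-1β and IL-1β + P_4_, each against vehicle, shared 1269 transcript clusters called higher (Jaccard index 0.754) and 665 called lower (0.639), where independent lists would share 32.2 and 10.8. CXCL6, TNFAIP2 and ICAM1 were among the genes called higher in both, and SLC40A1 and PIK3R1 among those lower. Both comparisons use the vehicle arrays, which adds overlap. Their log2 fold changes correlated at 0.937 over transcript clusters against 0.498 for simulated unchanged groups, with a covariance of 0.263 against 0.0201. IL-1β against vehicle and IL-1β + P_4_ against P_4_ share no array, and had 1258 clusters higher (0.736) and 595 lower (0.57) in common, with a correlation of 0.881. Without 1 array the index of the lower calls fell to 0.294 (IL-1β replicate 2) and 0.295 (IL-1β + P_4_ replicate 2) for the pair that shares vehicle, and to 0.414 with only the 4 arrays of each comparison. For the pair with no shared array, it was 0.486 for the higher calls without P_4_ replicate 2 and 0.486 without IL-1β + P_4_ replicate 2. For its lower calls, it was 0.196 without P_4_ replicate 2, 0.234 without IL-1β + P_4_ replicate 2, 0.246 without vehicle replicate 2, 0.311 without IL-1β replicate 2 and 0.367 without P_4_ replicate 1.

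**Figure D2:**
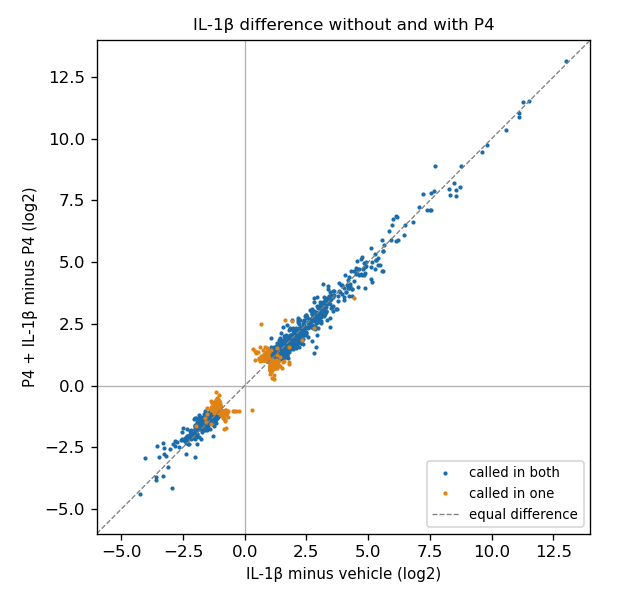
Log2 difference of IL-1β minus vehicle (horizontal axis) and of IL-1β + P_4_ minus P_4_ (vertical axis) for the 1338 named genes called in at least 1 of these comparisons, each point 1 gene as the mean of 2 replicates, with no error drawn. The 988 genes called in both lie on the same side of 0 on both axes.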

A minority (24 transcripts) of the genes differentially expressed by IL-1β + P_4_ were also regulated by P_4_ alone. 

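The 7 genes ABI3BP, COL8A1, ESR1, OMD, PLXDC2, PRLR and SPARCL1 included none called after IL-1β and none called with P_4_. For P_4_ against vehicle, the moderated test over the 4 groups with the 2-fold minimum took ABI3BP, COL8A1 and OMD (adjusted p from 0.0011 to 0.0907). After IL-1β, they had log2 differences of 1.16 (SE 0.40) for ABI3BP, -0.07 (SE 0.26) for COL8A1, -0.52 (SE 0.17) for ESR1, -0.76 (SE 0.12) for OMD, -0.64 (SE 0.19) for PLXDC2, 0.07 (SE 0.33) for PRLR and -0.51 (SE 0.56) for SPARCL1, with an adjusted p from 0.0267 to 0.959 (limma, n = 2 arrays per group). ABI3BP, a matrix protein, was called in the moderated test over the 4 groups (1.16, adjusted p = 0.0907) and without vehicle replicate 1 (1.78, adjusted p = 0.0973). With P_4_, ESR1, the estrogen receptor, ABI3BP, PLXDC2 and PRLR, the prolactin receptor, had log2 differences of -0.90 (SE 0.17) for ESR1, 1.14 (SE 0.40) for ABI3BP, -0.86 (SE 0.19) for PLXDC2 and 1.08 (SE 0.33) for PRLR, with an adjusted p from 0.765 to 0.829. In IL-1β + P_4_ against vehicle, ABI3BP and OMD were called higher and COL8A1 and PLXDC2 lower, with log2 fold changes of 2.38 (SE 0.40) for ABI3BP, 1.29 (SE 0.12) for OMD, -1.44 (SE 0.26) for COL8A1 and -1.24 (SE 0.19) for PLXDC2, with an adjusted p from 0.00586 to 0.041, on a list that the paper chose on these samples. The call for ABI3BP was lost with no replicate block (2.38, adjusted p = 0.815), with only the 4 arrays of both groups (2.38, adjusted p = 0.153), without IL-1β + P_4_ replicate 2 (1.77, adjusted p = 0.15) and without vehicle replicate 2 (1.75, adjusted p = 0.158). The call for OMD was lost with no replicate block (1.29, adjusted p = 0.798). The call for COL8A1 was lost with no replicate block (-1.44, adjusted p = 0.315), with only the 4 arrays of both groups (-1.44, adjusted p = 0.126), without IL-1β + P_4_ replicate 2 (-1.20, adjusted p = 0.241) and without vehicle replicate 2 (-1.08, adjusted p = 0.215). The call for PLXDC2 was lost with no replicate block (-1.24, adjusted p = 0.783), with only the 4 arrays of both groups (-1.24, adjusted p = 0.13), without IL-1β + P_4_ replicate 2 (-1.04, adjusted p = 0.165) and without vehicle replicate 2 (-0.94, adjusted p = 0.125).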

Among the 17 genes responsive to both IL-1β and P_4_ mentioned previously were ABI family member 3 binding protein/*ABI3BP*, collagen type VIII α1 chain/*COL8A1*, estrogen receptor 1/*ESR1*, osteomodulin/*OMD*, plexin domain containing 2/*PLXDC2*, prolactin receptor/*PRLR*, and secreted protein acidic and cysteine-rich-like 1/*SPARCL1*.

**FIGURE 3:**
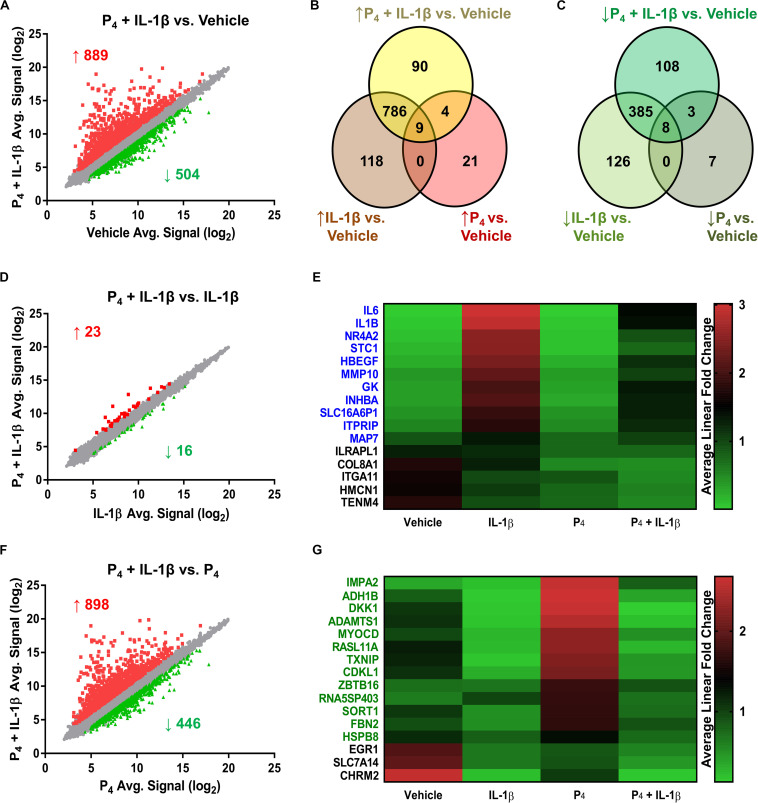
Differential gene expression in cervical stromal fibroblasts stimulated with either IL-1β (0.2 ng/ml), P_4_ (10^–7^ M) or both for 4 h followed by microarray analysis and data normalization. **(A)** shows the scatter plot and Venn diagrams comparing upregulated **(B)** and downregulated transcripts **(C)** in response to IL-1β +P_4_ or vehicle. **(D)** Scatter plot and **(E)** heat map of differentially expressed genes in response to IL-1β or IL-1β + P_4_. **(F)** Scatter plot and **(G)** heat map of differentially expressed genes in response to P_4_ or IL-1β +P_4_.

To assess the degree to which co-incubation with P_4_ modified global IL-1β-inducible gene expression, we next compared the IL-1β and IL-1β + P_4_ treatment groups. 

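No transcript cluster passed the test between IL-1β + P_4_ and IL-1β in limma, where the smallest adjusted p, 0.253, was again that of OMD, with a log2 difference of 2.05 (SE 0.12, n = 2 arrays per group). ITGA11 and HMCN1 had log2 differences of -1.11 (SE 0.18) for ITGA11 and -0.91 (SE 0.17) for HMCN1, each with an adjusted p = 1. Whatever the p, 70 clusters were at least 2-fold higher and 31 at least 2-fold lower. At an unadjusted p under 0.05 there were 1582 higher and 1398 lower, below the number chance gives. The moderated test over the 4 groups with the 2-fold minimum gave 37 higher and 15 lower, and without moderation 3 and 0. Over clusters with 1 gene symbol only, 1 was called higher.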

Of the 39 genes differentiating these two groups, 16 were downregulated by combined IL-1β + P_4_ treatment relative to IL-1β alone (Figure 3B and Supplementary Table S10). Of these, 11 genes were responsive when cells were incubated with IL-1β alone, including two proinflammatory interleukins (*IL1B*, *IL6*), a matrix metalloproteinase (*MMP10*), and the inhibin beta A subunit (*INHBA*) (Figure 3E). 

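IL1B and IL6, both pro-inflammatory interleukins, rose after IL-1β with log2 fold changes of 5.60 (SE 0.13) for IL1B and 8.29 (SE 0.31) for IL6, with an adjusted p from 5.27e-05 to 0.000306 (limma, n = 2 arrays per group). INHBA, the inhibin beta A subunit, rose with a log2 fold change of 2.79 (SE 0.61, adjusted p = 0.0627). The call for INHBA was lost with no replicate block (2.79, adjusted p = 0.12), without IL-1β replicate 2 (1.98, adjusted p = 0.293), without vehicle replicate 1 (3.42, adjusted p = 0.112) and without vehicle replicate 2 (2.15, adjusted p = 0.33). In IL-1β + P_4_ against IL-1β the 3 genes had log2 differences of -0.89 (SE 0.13) for IL1B, -0.49 (SE 0.31) for IL6 and -0.70 (SE 0.61) for INHBA, each with an adjusted p = 1, none of which passed the test. For IL1B and IL6 the paper also reports a lowering by P_4_ in quantitative PCR of other cultures (Figure 4), which is not analysed here. Of the 14 measured genes of Figure 3E, 7 rose after IL-1β, and all 14 had a negative difference in IL-1β + P_4_ against IL-1β, with a median log2 of -0.83. The paper chose them on these samples, so their shared direction is no independent evidence (camera, downward, adjusted p = 2.03e-12, and adjusted p = 0.0419 with an estimated correlation). Adjusted over the 22 measured interleukins and related factors alone with no fold minimum, 2 were lower in IL-1β + P_4_ against IL-1β (IL1B, and LIF at -0.50, SE 0.12), and their interactions, -0.95 (SE 0.18) and -0.67 (SE 0.18), passed likewise (each adjusted p = 1 over all clusters). IL1B is among the genes that the paper chose as lower on these samples, so its passing is no independent evidence. The adjustment leaves out the other lists and comparisons that were searched.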

Finally, to determine how cytokine stimulation affected P_4_-induced gene expression, we compared the P_4_ and IL-1β + P_4_ treatment groups (Figure 3F and Supplementary Table S11). 

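In cells held in P_4_, IL-1β raised 1441 transcript clusters and lowered 771, among them 772 and 350 named genes (limma, n = 2 arrays per group). CXCL8, PTGS2 and CCL2 rose with log2 fold changes of 13.16 (SE 0.11) for CXCL8, 11.54 (SE 0.18) for PTGS2 and 8.91 (SE 0.60) for CCL2, with an adjusted p from 1.96e-06 to 0.00201, all to values above log2 16, the scan limit. PIK3R1, SLC40A1 and OSR2, a transcription factor, fell with log2 fold changes of -4.41 (SE 0.39) for PIK3R1, -3.81 (SE 0.40) for SLC40A1 and -3.29 (SE 0.30) for OSR2, with an adjusted p from 0.00488 to 0.00857. No transcript cluster passed the interaction test, which asks whether the IL-1β effect differed with and without P_4_, and the smallest adjusted p was 1. Whatever the p, 125 clusters had an interaction of at least 2-fold upward and 208 downward. On simulated data this test recovered 3% of interactions of log2 1 and 73.1% of those of log2 2. The lack of calls thus does not show that P_4_ left the IL-1β effects unchanged. At an unadjusted p under 0.05 the interaction had 1334 positive and 1600 negative clusters. Without P_4_ replicate 2 the counts of IL-1β + P_4_ against P_4_ were 853 higher and 250 lower, without IL-1β + P_4_ replicate 2 856 and 287, and with no replicate block 915 and 353.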

Among the 446 genes downregulated by IL-1β under these conditions were 16 genes differentially regulated by P_4_ alone. 

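DKK1, an inhibitor of WNT signaling, was lower in IL-1β + P_4_ than in P_4_, at 9.38 ± 0.03 against 13.52 ± 1.44 (log2, SD, n = 2 each), a log2 fold change of -4.14 (SE 0.47, adjusted p = 0.0109) (limma). MYOCD and the kinase CDKL1 fell with log2 fold changes of -2.17 (SE 0.16) for MYOCD and -2.38 (SE 0.12) for CDKL1, with an adjusted p from 0.000742 to 0.00251. The alcohol dehydrogenase ADH1B fell with a log2 fold change of -2.79 (SE 0.43, adjusted p = 0.0259). The call for ADH1B was lost with no replicate block (-2.79, adjusted p = 0.375), without P_4_ replicate 1 (-2.25, adjusted p = 0.115) and without IL-1β + P_4_ replicate 2 (-2.39, adjusted p = 0.173). FBN2, a fibrillin of elastic microfibrils, had a log2 fold change of -0.90 (SE 0.10, adjusted p = 0.00997), which passes the adjusted p but not the 2-fold minimum. Without P_4_, IL-1β gave these genes log2 differences of -1.77 (SE 0.16) for MYOCD, -2.39 (SE 0.43) for ADH1B, -2.95 (SE 0.47) for DKK1 and -0.77 (SE 0.10) for FBN2, with an adjusted p from 0.00448 to 0.0356. The interaction of P_4_ and IL-1β was -1.19 (SE 0.66) for DKK1 and -0.40 (SE 0.22) for MYOCD, each with an adjusted p = 1. Of the 15 measured genes of Figure 3G, 9 were called lower with IL-1β + P_4_ than with P_4_, on a list that the paper chose on these samples.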

Among the 13 progestin-responsive genes exhibiting diminished expression when incubated in the presence of IL-1β were those encoding the transcription factor myocardin (*MYOCD*), alcohol dehydrogenase 1B beta (*ADH1B*), the WNT signaling pathway inhibitor Dickkopf Inhibitor 1 (*DKK1*), and the ECM scaffold glycoprotein fibrillin 2 (*FBN2*) (Figure 3G).

To validate the initial profiling results, we performed qRT-PCR for select transcripts in experiments using separate biological replicates. These transcripts were categorized into three general expression patterns: (1) additive/synergistic expression in response to IL-1β + P_4_ compared to either treatment alone (e.g., *IRAK3*, *HSD11B1*, and *FKBP5*) (Figure 4A); (2) induction by IL-1β with no significant response to P_4_ in the absence or presence of IL-1β (e.g., *BDKRB1*, *BDKRB2*, *PTGES*, and *CXCL2*) (Figure 4B); and (3) IL-1β-inducible expression attenuated when co-incubated with P_4_ (e.g., *HAS2*, *IL1B*, *IL6*, *MMP10*, and *PTGS2*) (Figure 4C).

**FIGURE 4:**
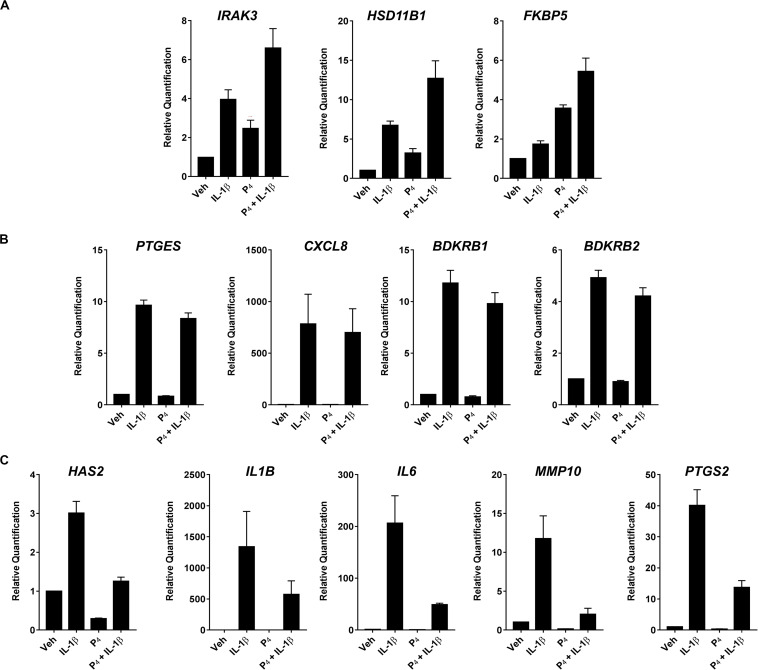
Quantitative RT-PCR of select differentially expressed transcripts in cervical stromal fibroblasts stimulated with vehicle, IL-1β, P_4_ or IL-1β+P_4_ for 4 h. **(A)** Additive or synergistic relationship between P4 and IL-1 **(B)** No effect of P4 **(C)** Inhibitory effect of P4. After treatments, total RNA was isolated and quantified and primer sets were used to analyze individual transcripts in three separate experiments carried out in duplicate. Data are expressed as mean ± SEM of relative signal intensity (target/human acidic ribosomal protein).

### Non-coding RNAs Are Induced by Cytokine and Progestin

The microarray chip analysis included both coding and non-coding RNA transcripts. We detected several miRNAs (host genes, pri-/pre-miRNAs, and mature miRNAs) and long, intergenic non-coding (LINC) RNAs in our microarray studies that were selectively upregulated by IL-1β stimulation. In addition, 12 non-coding RNAs, including five LINC RNAs, were downregulated when cells were challenged with the cytokine (Supplementary Table S1). 

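The microRNA genes MIR4521 and MIRLET7I, the latter the gene of let-7i, rose after IL-1β with log2 fold changes of 3.46 (SE 0.31) for MIR4521 and 3.17 (SE 0.30) for MIRLET7I, with an adjusted p from 0.00457 to 0.00526 (limma, n = 2 arrays per group). MIR221 and MIR222, neighboring microRNA genes, rose with log2 fold changes of 2.07 (SE 0.22) for MIR221 and 1.93 (SE 0.20) for MIR222, with an adjusted p from 0.00763 to 0.00778. The call for MIR221 was lost with no replicate block (2.07, adjusted p = 0.259). The call for MIR222 was lost with no replicate block (1.93, adjusted p = 0.387). Of 1041 named microRNA genes tested, 7 were called higher, against 755 of 17138 protein-coding genes. Of 537 LINC RNAs, 1 was called higher, LINC00641, which was singled out after its value was seen. Of 1377 other long non-coding RNAs, 8 were called higher. Of the 12 measured microRNA genes and host transcripts of the fixed list, 5 rose, 3 fell and 4 did not pass the test (camera, upward, adjusted p = 0.000543, and adjusted p = 0.0936 with an estimated correlation). Values in the paper's tables had been seen when this list was written, so its test is no independent evidence. MIR146A, whose precursor the paper found raised by quantitative PCR of other cultures, was among the 4 measured members that were not called. The clusters of the host genes of miR-155 and of miR-143 and miR-145 carry several symbols and are not named here.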

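After IL-1β, 8 microRNA genes, 1 LINC RNA and 9 other long non-coding RNAs were called lower. Here and above, a LINC RNA is one whose symbol begins with LINC, and the other classes follow mainly the gene annotation. The antisense transcripts BACE1-AS and EMX2OS, also called lower, fall outside these classes. The 22 lower clusters with several symbols and the 419 with none are not counted, so these counts are not like the paper's. MIR503, a microRNA gene, fell with a log2 fold change of -2.22 (SE 0.24, adjusted p = 0.00804) (limma, n = 2 arrays per group). MIR450A2, another, fell with a log2 fold change of -1.86 (SE 0.34, adjusted p = 0.0375). The call for MIR503 was lost with no replicate block (-2.22, adjusted p = 0.16). The call for MIR450A2 was lost with no replicate block (-1.86, adjusted p = 0.112), without IL-1β replicate 2 (-1.34, adjusted p = 0.162), without vehicle replicate 1 (-1.90, adjusted p = 0.153) and without vehicle replicate 2 (-1.83, adjusted p = 0.228). The LINC RNA was LINC00857, singled out after its value was seen.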

In subsequent experiments, using biological replicates (samples separate from those used in the microarray studies), we used NanoString and qRT-PCR to further assess non-coding RNA expression. Given the modest differential expression of LINC RNAs in our experiments, we did not pursue these transcripts in follow-up analyses.

We surveyed the expression of 800 mature miRNAs simultaneously using the non-amplification-based NanoString platform. Overall, the expression of individual miRNAs spanned five orders of magnitude, with 346 transcripts having average normalized counts above the threshold for detection (Figure 5A). The most highly expressed mature miRNAs under basal (vehicle treatment only) conditions were let-7a-5p, let-7b-5p, miR-125b-5p, miR-145-5p, and miR-4516. When subjected to differential gene expression analysis, nine mature miRNAs were differentially expressed under any treatment condition (Figure 5B and Supplementary Table S12), with expression changes on the order of two-fold or smaller. This was in striking contrast to the rather large fold changes in expression estimated at the level of miRNA host genes (i.e., immature pri-/pre-miRNA transcripts). For example, our microarray data indicated that the host gene for miR-155 changed by 20-fold in response to IL-1β (Supplementary Table S1), yet the corresponding mature miR-155-5p exhibited no discernible change in expression in the NanoString dataset (not shown). Using qRT-PCR, we found that the pri-/pre-miRNAs *MIR146A* and *MIR155* exhibited large changes in expression (166- and 32-fold, respectively) in response to IL-1β, yet the corresponding mature species changed only modestly (miR-146a-5p and miR-155-5p) (Figure 5).

**FIGURE 5:**
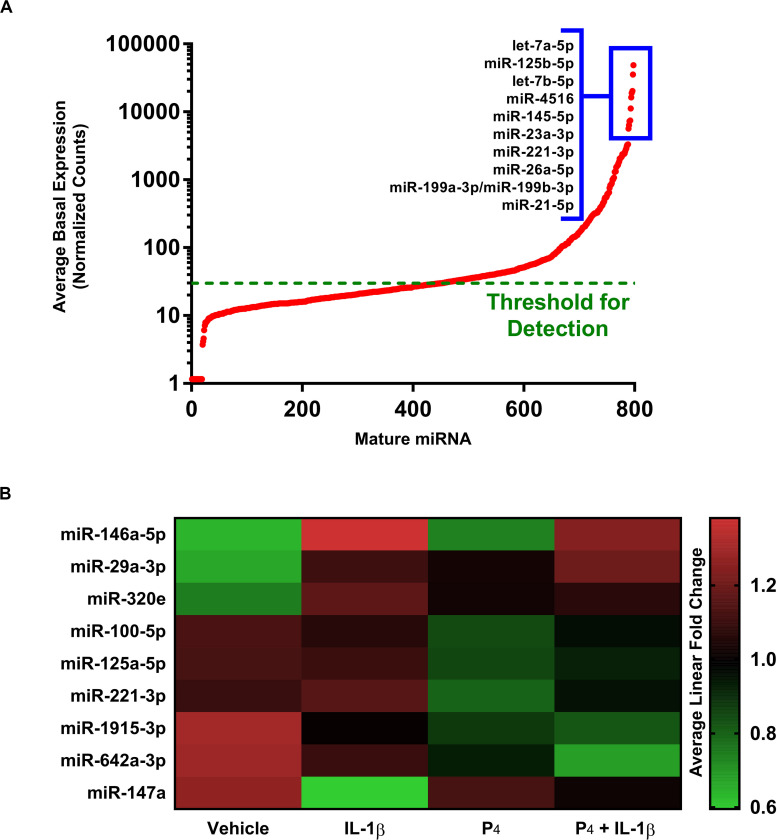
Differential expression of microRNAs in cervical stromal fibroblasts stimulated with IL-1β, P_4_ or co-incubated with IL-1β + P_4_. **(A)** Basal (normalized counts) levels of the most prominently expressed mature miRNAs above the detection limit in cervical stromal cells using the unamplified NanoString^®^ target counting platform. **(B)** Heat map of differentially expressed mature miRNAs following treatment with vehicle, IL-1β, P_4_ or co-incubated with IL-1β + P_4_. Data are from three separate experiments carried out in duplicate.

In our studies of miRNA expression in response to IL-1β and/or P_4_ exposure, we used the microarray platform to measure pri-/pre-miRNA transcripts while NanoString profiling was used to evaluate mature, fully processed miRNA species. We were surprised to learn that, while many pri-/pre-non-coding RNA host genes (including long non-coding and coding transcripts) were differentially expressed in cytokine-stimulated cells, far fewer full-processed miRNAs were observed (Supplementary Table S1 and Figure 5). This led us to postulate that this was due, at least in part, to the fact that while microarray analysis requires amplification of target transcripts, NanoString does not utilize a pre-amplification step prior to measurements.

To test this possibility, we compared directly two highly expressed miRNA transcripts (miR-146a and miR-155) using qRT-PCR of both immature and mature miRNAs. Figure 6A demonstrated that IL-1β stimulated robust upregulation of primary/precursors, MIR146a and MIR155, while co-incubation of IL-1β-treated cells with P_4_ attenuated MIR146a and MIR155 expression. In contrast, when we used the same analytical platform (qRT-PCR) to evaluate mature miRNAs, we found that, while IL-1β induced miR-146a-5p and miR-155-5p, P_4_ had no inhibitory effect on these two non-coding transcripts (Figure 6B).

**FIGURE 6:**
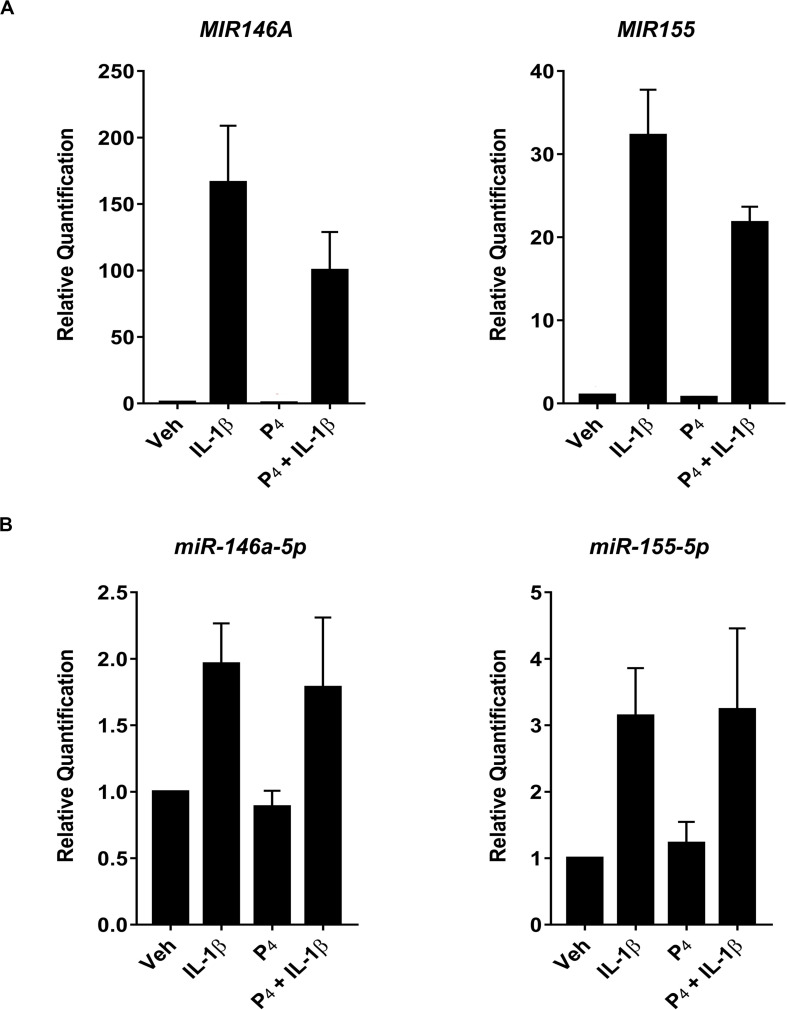
Quantitative RT-PCR measurement of select primary/precursor and mature miRNA transcripts in cervical stromal fibroblasts from vehicle-, IL-1β-, P_4_, or IL-1β + P_4_-treated cells. Three separate experiments (carried out in duplicate) using biological replicates were incubated with the test agents listed above for 4 h, and then total RNA was isolated, quantified and subjected to RT-PCR using primers specific for either the primary/precursor or mature miRNA transcripts. **(A)** Primary/precursor miRNA transcripts. **(B)** Fully processed, mature miRNAs. Data are expressed as mean ± SEM of relative intensity (target/human acidic ribosomal protein) and were analyzed by one-way ANOVA followed by Tukey’s test for differences (*p* < 0.05, considered significant).

## Discussion

### Principal Findings

The current work investigated for the first time the modulation of cytokine-induced gene expression by P_4_ using a simple, clinically relevant *in vitro* model of human cervical stromal fibroblasts. We chose to study the stroma based on the fact that the cervical stroma is the primary tissue that undergoes biochemical and biophysical remodeling allowing the fetus to descend the birth canal at the time of delivery (Malmstrom et al., 2007; Dubicke et al., 2016; Yellon, 2017; Shukla et al., 2018). Using a microarray platform and qRT-PCR-based validation, we demonstrated that IL-1β stimulation of stromal cells elicited changes in a panoply of genes encoding proinflammatory mediators, including cytokines and chemokines, arachidonic acid synthesizing enzymes, ECM-synthesizing enzymes, MMPs, and other proteases, and intracellular signaling proteins and transcription factors.

We also examined the regulation of genes in response to incubation with physiological levels of progesterone that are present at the end of pregnancy. In contrast to previous reports by DeMayo and colleagues (Jeong et al., 2005; Rubel et al., 2012), we detected relatively few genes that were directly controlled by P_4_. With the exception of a few genes which were upregulated >four-fold (i.e., the matricellular protein SPARC-like 1/hevin, 18.66-fold; osteomodulin, 7.3-fold; inositol monophosphatase 2, 6.39-fold; alcohol dehydrogenase 1B, 5.36-fold; FK506-binding protein 5, 4.13-fold), most progestin-regulated genes were only modestly upregulated or downregulated in stromal cells.

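Inositol monophosphatase 2 (IMPA2) had the largest mean P_4_ difference of the 5 genes, from 8.52 ± 0.30 to 11.02 ± 0.56 (log2, SD, n = 2 each), a log2 fold change of 2.50 (SE 0.36, adjusted p = 0.765) (limma). SPARCL1, the matricellular protein hevin, had a log2 fold change of 1.96 (SE 0.56, adjusted p = 0.788), with a difference of 0.93 within replicate 1 and 2.99 within replicate 2. ADH1B and FKBP5, a co-chaperone of steroid receptors, had log2 differences of 1.77 (SE 0.43) for ADH1B and 1.69 (SE 0.30) for FKBP5, with an adjusted p from 0.765 to 0.77. In IL-1β + P_4_ against IL-1β, the differences were 1.55 for IMPA2 (SE 0.36), 1.96 for SPARCL1 (SE 0.56), 1.37 for ADH1B (SE 0.43) and 1.15 for FKBP5 (SE 0.30), each with an adjusted p = 1. None was called in either comparison by limma over all transcript clusters. The moderated test over the 4 groups with the 2-fold minimum calls IMPA2, ADH1B, FKBP5 and OMD for P_4_ against vehicle, but not SPARCL1. In an average of the P_4_ effect without and with IL-1β, chosen after seeing that no cluster was called, OMD was the 1 call (1.97, adjusted p = 0.0446), and IMPA2 had 2.03 (adjusted p = 0.535).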

### Three Patterns of Progesterone Regulation of Cytokine-Driven Gene Expression

In contrast to gene expression in the context of progestin alone, co-incubation of cervical stromal cells with IL-1β and P_4_ elicited three distinct patterns of regulation. One cohort of transcripts was profoundly upregulated by treatment with IL-1β but was unaffected by P_4_ treatment alone (Figure 4B). A second set of transcripts exhibited IL-1β-stimulated upregulation that was almost completely suppressed by co-incubation with P_4_ (Figure 4C). Notably, this set of genes was represented by proinflammatory cytokines (IL-1β and IL-6), the enzyme responsible for hyaluronan synthesis (i.e., HAS-2) (Garantziotis and Savani, 2019) and the rate-limiting enzyme in proinflammatory prostaglandin biosynthesis (i.e., PTGS-2) (Kniss, 1999). This can be interpreted as the subset of genes for which progestins exert anti-inflammatory actions.

Interestingly, there was a third set of IL-1β upregulated transcripts that was further elevated either additively or synergistically when cervical stromal cells were co-incubated with cytokine and progestin, including the steroid hormone receptor chaperone FK506-binding protein 5 (FKBP5) (Storer et al., 2011) and 11β-HSD1, the enzyme that converts biologically inert cortisone into bioactive cortisol (Tomlinson et al., 2004; Chapman K. et al., 2013; Figure 4A). Thus, the previously undescribed finding of three different patterns of gene expression exposed to cytokine and progestin in combination suggests that P_4_ exerts complex regulatory control in the cervical stromal compartment and that, strictly speaking, it is not simply an anti-inflammatory steroid hormone. The suppression of proinflammatory genes induced by IL-1β by physiological concentrations of P_4_ was predicted from previous studies in decidual stromal cells (Cakmak et al., 2005) and myometrial cells (Mendelson, 2009; Shynlova et al., 2013; Georgiou et al., 2016; Amini et al., 2019).

### Regulation of Non-coding RNAs by Cytokine and Progestin

Analysis of the global expression of non-coding RNAs in cervical stromal cells treated with cytokine in the presence or absence of progestin revealed that miRNAs represent a relative minority of regulatory inputs to gene expression. Upregulated non-coding transcripts measured by microarray included both miRNAs encoded within host genes and LINC RNAs. The most highly upregulated miRNA transcript in IL-1β-treated cells was miR-155. MicroRNA-155 (hsa-mir155, coded within B-cell integration cluster (BIC) of non-coding transcripts located on chromosome 21, TargetScan, Release 7.1, June 2106; miRbase, Release 22.1, October 2018) (Madden et al., 2010; Kozomara and Griffiths-Jones, 2014) has been reported by many investigators to be induced in the setting of inflammation (O’Connell et al., 2007; Tili et al., 2007; Ceppi et al., 2009; Quinn and O’Neill, 2011; Xu et al., 2013) as a means to control tissue damage. We have recently demonstrated in decidual stromal cells that IL-1β causes the rapid and sustained upregulation of miR-155 (Ibrahim et al., 2016), and this was further confirmed using tissues isolated from patients who had a preterm delivery (Ackerman et al., 2016a). Thus, cytokine induction of miR-155 can be interpreted as a potential feedback loop to prevent tissue injury in the face of unrestrained acute inflammation (Baltimore et al., 2008; Contreras and Rao, 2012). One proposed mechanism by which miR-155 thwarts unwanted inflammation is by inhibition of the canonical inflammatory transcription factor NF-κB (Ma et al., 2011; Boldin and Baltimore, 2012).

Interestingly, in the NanoString platform, which does not amplify transcripts prior to their measurement, we were unable to detect significant differential expression of miR-155 following IL-1β stimulation, suggesting that, although induced by cytokine treatment the absolute abundance of this miRNA is quite low. When we analyzed miRNA expression using amplification-based qRT-PCR, we noted that, while the primary/precursor transcripts for miR-146a and miR-155 were substantially upregulated by IL-1β incubation, there was no significant induction of the corresponding mature miRNAs. These data further indicate that the regulation of miRNAs and their modulation of cytokine-induced gene expression can be quite modest (O’Neill et al., 2011; Ibrahim et al., 2016).

One of the most significantly downregulated miRNAs in IL-1β-treated cervical stromal cells was miR-143. This regulatory RNA transcript has been shown to target the COX-2 mRNA, suggesting that expression of this RNA in the basal state may prevent COX-2-mediated inflammatory prostaglandin biosynthesis (Kim et al., 2011; Pham et al., 2013).

### Upregulation of BDKRs and HAS-2 Contributes to Cervical Remodeling

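Both bradykinin receptor genes rose after IL-1β. BDKRB1, the inducible receptor, went from 9.81 ± 0.26 to 15.67 ± 0.19 (log2, SD, n = 2 each), a log2 fold change of 5.86 (SE 0.12, adjusted p = 4.04e-05) (limma). BDKRB2, the constitutive receptor, went from 8.85 ± 0.14 to 12.28 ± 0.24, a log2 fold change of 3.42 (SE 0.17, adjusted p = 0.000659). With P_4_ against vehicle, the log2 differences were -0.64 (SE 0.12, adjusted p = 0.765) for BDKRB1 and 0.04 (SE 0.17, adjusted p = 0.998) for BDKRB2. Between IL-1β + P_4_ and IL-1β, they were -0.23 (SE 0.12) and 0.11 (SE 0.17), each with an adjusted p = 1.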

Among the transcripts that were upregulated by cytokine but unaffected by progestin were the bradykinin receptors (BDKRB1 and BDKRB2). Bradykinin is a nonapeptide (H_2_N–Arg–Pro–Pro–Gly–Phe–Ser–Pro–Phe–Arg–COOH) member of the kallikrein–kinin system (Burch et al., 1989) that is generated following the activation of plasma or tissue kallikrein and subsequent cleavage of kininogen into several smaller products (Moreau et al., 2005; Bryant and Shariat-Madar, 2009; Bjorkqvist et al., 2013). Bradykinin is implicated in several pathophysiological events, including coagulation (Del Rosso et al., 2011; Wu, 2015; Weidmann et al., 2017) and thrombosis, fibrinolysis (Del Rosso et al., 2008), and acute inflammation (Kaplan and Joseph, 2014; Wu, 2015; Schmaier, 2016). Among the physiological functions of bradykinin is vascular permeability (Bjorkqvist et al., 2013; Couture et al., 2014) and smooth-muscle contractility (Ricciardolo et al., 2018). It is possible that bradykinin, acting via BDKR-B1 and/or -B2, mediates increased tissue hydration in the cervix during ripening by altering endothelial cell junctions (Couture et al., 2014). HAS-2, the enzyme that catalyzes the synthesis of hyaluronan (hydrophilic GAG) that accumulates in the stroma during ripening, is upregulated by IL-1β, and the induction is attenuated by P_4_. Thus, HAS-2- and BDKR-mediated functions of bradykinin may act in concert to orchestrate the softening that occurs during cervical ripening in preparation for parturition. To our knowledge, the current work is the first report of cytokine-induced bradykinin receptor expression in the cervical stroma. While P_4_ had no effect on IL-1β induction of BDKR-B1 or -B2, HAS-2 transcripts were nearly abolished when IL-1β-treated cells were co-incubated with P_4_. This observation provides a means by which progestins may prevent untimely hyaluronan synthesis and enhanced tissue hydration in the cervical stroma.

### ECM Proteins and ECM-Modifying Enzymes

The regulation of ECM composition is a major determinant of the biomechanical features of cervical ripening in preparation for the onset of labor (Myers et al., 2008, 2009; House et al., 2009). During the initial phases of cervical remodeling in early pregnancy, collagens type I and III are highly organized and cross-linked via lysyl oxidase and lysyl hydroxylase (Hassan et al., 2009; Akins et al., 2011). This provides a rigid and closed cervix that resists the gravitational and contractile forces that would otherwise contribute to opening of the cervical os and premature delivery of the fetus (Danforth, 1983; Hao et al., 2018). Later in pregnancy, cross-linked collagens are replaced by randomly oriented fibers, increased hyaluronan accumulation, and tissue hydration (Garantziotis and Savani, 2019). 

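The collagen I genes had small negative differences after IL-1β, with log2 fold changes of -0.90 (SE 0.17) for COL1A1 and -0.57 (SE 0.13) for COL1A2, with an adjusted p from 0.0452 to 0.0753 (limma, n = 2 arrays per group), both past the adjusted p and short of the 2-fold minimum. COL1A1 was called lower with quantile normalization run again (-1.04, adjusted p = 0.0364) and without IL-1β replicate 1 (-1.12, adjusted p = 0.0873). LOX, the collagen cross-linking lysyl oxidase, had a log2 fold change of -0.04 (SE 0.23, adjusted p = 0.965). The collagen III cluster carries several symbols and is not named here. Of the 18 measured collagen genes, 1 rose, 0 fell and 17 did not pass the test (camera, downward, adjusted p = 0.169, and adjusted p = 0.576 with an estimated correlation). Of the 16 measured genes of collagen processing and cross-linking, 0 rose, 0 fell and 16 did not pass the test (camera, upward, adjusted p = 0.843, and adjusted p = 0.924 with an estimated correlation).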

Our *in vitro* studies demonstrated that treatment of cells with IL-1β downregulated collagen I and III and lysyl oxidase mRNA expression (Supplementary Table S1). Moreover, cytokine exposure of cervical stromal cells led to upregulated HAS-2 expression that was antagonized by simultaneous incubation with P_4_. These results are consistent with previous findings by Elovitz’s group that progestational agents act to maintain cervical integrity in a murine model of parturition (Xu et al., 2008).

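HAS2, whose product makes hyaluronan, had a mean of 7.96 ± 0.81 with vehicle, 10.25 ± 0.53 with IL-1β, 7.38 ± 0.52 with P_4_ and 9.63 ± 0.39 with IL-1β + P_4_ (log2, SD, n = 2 each). The log2 difference of IL-1β + P_4_ minus IL-1β was -0.62 (SE 0.16, adjusted p = 1, limma), and that of P_4_ minus vehicle -0.59 (SE 0.16, adjusted p = 0.773), neither of which passed the test. The interaction of both agents on HAS2 was -0.03 (SE 0.22, adjusted p = 1), and IL-1β raised HAS2 in cells held in P_4_ as well (log2 fold change 2.26, SE 0.16, adjusted p = 0.0022).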

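MMP3, stromelysin 1, rose after IL-1β from 7.76 ± 0.16 to 10.85 ± 0.41 (log2, SD, n = 2 each), a log2 fold change of 3.10 (SE 0.37, adjusted p = 0.0115) (limma). MMP12, the macrophage elastase, and MMP1, the interstitial collagenase, rose with log2 fold changes of 2.33 (SE 0.51) for MMP12 and 2.05 (SE 0.38) for MMP1, with an adjusted p from 0.0387 to 0.0635. The call for MMP12 was lost with no replicate block (2.33, adjusted p = 0.108), without IL-1β replicate 1 (1.45, adjusted p = 0.166), without P_4_ replicate 1 (2.33, adjusted p = 0.114), without P_4_ replicate 2 (2.33, adjusted p = 0.114), without vehicle replicate 1 (2.18, adjusted p = 0.248) and without vehicle replicate 2 (2.49, adjusted p = 0.261). The call for MMP1 was lost with no replicate block (2.05, adjusted p = 0.109), without IL-1β replicate 2 (1.44, adjusted p = 0.155), without vehicle replicate 1 (1.93, adjusted p = 0.178) and without vehicle replicate 2 (2.16, adjusted p = 0.203). MMP10, stromelysin 2, had a log2 fold change of 2.07 (SE 0.56, adjusted p = 0.111), which did not pass the test. It was called over the brighter clusters only (2.07, adjusted p = 0.0641), over clusters with 1 gene symbol only (2.07, adjusted p = 0.0624) and without IL-1β replicate 1 (3.05, adjusted p = 0.0411). The vehicle values of MMP10, 4.36 ± 0.07, and MMP12, 3.67 ± 0.01 (log2, SD, n = 2 each), lie among the background features, so the size of these folds is uncertain.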

We also showed that IL-1β caused the upregulation of several MMPs (i.e., MMP1/interstitial collagenase, 3/stromelysin 1, MMP10/stromelysin 2, and MMP12/macrophage elastase) by ≥five-fold. These data are consistent with previous reports using human cervical fibroblasts (Yoshida et al., 2002). 

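MMP10 had a mean of 5.65 ± 0.66 with IL-1β + P_4_ and 6.42 ± 1.62 with IL-1β (log2, SD, n = 2 each), which is 41.2% lower. The percentage rests on the IL-1β arrays, at 70.4% without replicate 1 of them and -16.5% (higher with P_4_) without replicate 2. The log2 difference of -0.77 (SE 0.56, adjusted p = 1, limma) did not pass the test. For MMP10 the paper also cites quantitative PCR of other cultures (Figure 4), which is not analysed here. In P_4_ against vehicle MMP10 had a log2 difference of -0.10 (SE 0.56, adjusted p = 0.999), and the interaction was -0.67 (SE 0.79, adjusted p = 1), both of which rest on vehicle and P_4_ values among the background features.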

Combined incubation of stromal cells with IL-1β and P_4_ resulted in ∼ 60% reduction in MMP10 mRNA expression (see Figure 4 and Supplementary Tables S1, S9). In contrast, co-incubation of cells with cytokine and progestin led to less pronounced diminution in MMP1 (∼15%) and MMP3 (∼42%) and no effect on MMP12 expression. These data suggest that P_4_ has minimal effects on the key proteinases involved in tissue remodeling in the cervix.

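MMP1 was 40.9% lower and MMP3 55.9% lower with IL-1β + P_4_ than with IL-1β. Without replicate 1 of IL-1β these were 61.1% and 67%, and without its replicate 2 10.1% and 41%. The log2 differences were -0.76 (SE 0.38) for MMP1, -1.18 (SE 0.37) for MMP3 and -0.35 (SE 0.51) for MMP12 (limma, n = 2 arrays per group). None of the 3 passed the test, each with an adjusted p = 1. In P_4_ against vehicle MMP3 had a log2 difference of -0.69 (SE 0.37, adjusted p = 0.895).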

We also detected the upregulation of several GAG synthases (i.e., B4GALT1, CHST11, EXT1, 3GAL1, FUT8, HS3STB1, and ST3) by IL-1β which was largely unaffected by P_4_. 

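The glycosaminoglycan enzymes B4GALT1, CHST11, EXT1, FUT8, HS3ST3B1 and ST3GAL1 were all called higher in IL-1β + P_4_ against P_4_, with log2 fold changes of 2.39 (SE 0.11) for B4GALT1, 2.01 (SE 0.25) for CHST11, 2.58 (SE 0.13) for EXT1, 1.84 (SE 0.23) for FUT8, 2.91 (SE 0.25) for HS3ST3B1 and 1.88 (SE 0.18) for ST3GAL1, with an adjusted p from 0.000672 to 0.015 (limma, n = 2 arrays per group). The call for FUT8 was lost without P_4_ replicate 2 (1.67, adjusted p = 0.123) and without IL-1β + P_4_ replicate 2 (1.66, adjusted p = 0.118). In IL-1β + P_4_ against IL-1β they had log2 differences of -0.17 (SE 0.11) for B4GALT1, -0.03 (SE 0.25) for CHST11, -0.22 (SE 0.13) for EXT1, -0.35 (SE 0.23) for FUT8, -0.02 (SE 0.25) for HS3ST3B1 and -0.22 (SE 0.18) for ST3GAL1, each with an adjusted p = 1. None of the 29 measured glycosaminoglycan and hyaluronan enzymes was called between these groups (camera, adjusted p = 0.545, median log2 difference -0.04).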

Importantly, however, IL-1β-induced HAS-2 mRNA expression was strongly inhibited by P_4_ co-incubation (see Figure 4), consistent with a previous report by Uchiyama et al. (2005). Taken together, these data indicate that, while inflammatory cytokines have wide-ranging effects on molecules involved in ECM biosynthesis and turnover, progestin treatment has a modest effect on these functions.

### Synergistic Induction of 11β-HSD1 by Cytokine and Progestin

The expression of 11β-HSD1, the enzyme that converts biologically inert cortisone into bioactive cortisol in several tissues, was induced several folds in stromal cells incubated with IL-1β. In addition, P_4_ treatment alone led to a 3-5-fold increase in 11β-HSD1 mRNA abundance, while 11β-HSD2, the enzyme that inactivates cortisol to cortisone, was unaffected by either cytokine or progestin exposure (data not shown) (Seckl, 2004). 

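HSD11B1, which encodes 11β-HSD1, went from 4.50 ± 0.09 with vehicle to 9.06 ± 0.59 after IL-1β (log2, SD, n = 2 each), a log2 fold change of 4.57 (SE 0.32, adjusted p = 0.00226) (limma), of uncertain size since the vehicle value lies under log2 5, within the spread of the background features. With P_4_ alone it had a mean of 5.47 ± 0.56, a log2 fold change of 0.97 (SE 0.32, adjusted p = 0.811), which did not pass the test and rests on the same vehicle value. HSD11B2, which encodes 11β-HSD2, had a mean of 4.16 ± 0.21 with vehicle, near the array's background, and log2 differences of -0.16 (SE 0.16, adjusted p = 0.721) with IL-1β and -0.20 (SE 0.16, adjusted p = 0.945) with P_4_.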

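HSD11B1 reached 10.20 ± 1.14 with IL-1β + P_4_ (log2, SD, n = 2), a log2 fold change of 5.70 (SE 0.32, adjusted p = 0.00107) against vehicle (limma). Against IL-1β alone its log2 difference was 1.13 (SE 0.32, adjusted p = 1), and against P_4_ alone 4.72 (SE 0.32, adjusted p = 0.00209). The interaction, the part of the joint effect beyond the product of the single folds, was 0.16 (SE 0.45, adjusted p = 1), so it did not pass the test, and like the fold against vehicle it rests on a vehicle value near background. As folds of vehicle on the linear scale, the joint value was 51.88, beside 23.69 with IL-1β and 1.965 with P_4_, so above their sum, which was not tested. HSD11B2 had a log2 difference of -0.23 against vehicle (SE 0.16, adjusted p = 0.549).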

Surprisingly, when we combined exposure to IL-1β and P_4_ in cervical stromal cells, we detected a very robust synergistic upregulation of the 11β-HSD1 gene and no change in 11β-HSD2 gene expression. Previous studies have reported that proinflammatory cytokines can induce 11β-HSD1 leading to local synthesis of cortisol (Chapman K. et al., 2013). Chapman and Seckl have suggested that local expression of 11β-HSD1 and conversion of cortisone to cortisol provides a means to dampen acute inflammation that could lead to chronic tissue injury if left unchecked (Seckl, 2004; Chapman et al., 2006; Chapman K.E. et al., 2013). Ahasan et al. (2012) reported that IL-1β caused upregulation of 11β-HSD1 as an anti-inflammatory response in mesenchymal stromal cells. Similarly, Hardy et al. (2008, 2016) demonstrated upregulation of 11β-HSD1 mRNA expression in acute inflammation in skeletal muscle and in the context of inflamed synovial tissue with patients with rheumatoid arthritis (Hardy et al., 2008).

## Conclusion and Future Directions

The current work has demonstrated that incubation of cervical stromal fibroblasts with a proinflammatory cytokine leads to a robust global gene expression profile that includes predicted inflammatory and anti-inflammatory transcripts (e.g., cytokines, chemokines, enzymes involved in bioactive lipid synthesis, signaling proteins, and transcription factors). In addition, we also demonstrated several other groups of genes expressed in response to IL-1β, including ECM proteins and ECM-modifying enzymes (e.g., matricellular proteins, MMPs, other proteases, and glycosyltransferases driving the biosynthesis of GAGs). Finally, several non-coding RNAs were identified, including miRNAs and LINCRNAs.

A major objective of the study was to examine the role played by progesterone in governing cytokine-driven gene expression. In this regard, we were somewhat surprised to observe that a relatively modest cohort of stromal cell transcripts was regulated either positively or negatively by progestin. P_4_ was found to inhibit only a subset of stromal cell genes following IL-1β treatment, suggesting that this hormone exerts only partial anti-inflammatory activity, at least in the cervical stroma. For example, while P_4_ completely abolished cytokine-mediated IL-6 mRNA expression, it was ineffective at inhibiting CXCL8/IL-8 gene expression.

Finally, this work reported for the first time that IL-1β and P_4_ conspired to upregulate a few genes, e.g., FKBP5, a steroid receptor chaperone and 11β-HSD1, the enzyme that converts inert cortisone into bioactive cortisol. In addition, we discovered for the first time that IL-1β upregulated the expression of bradykinin receptors B1 and B2 that mediate the actions of kallikrein products in vascular permeability and other events in the inflammatory cascade. These latter two observations open a new avenue for future investigations into the interaction of cytokines and progestins in governing the events leading to cervical ripening in preparation for parturition.

## Data Availability Statement

The microarray data is available at GEO (GSE154571).

## Ethics Statement

The studies involving human participants were reviewed and approved by The Ohio State University Biomedical Institutional Review Board. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

DK conceived of the study, designed the experiments, analyzed the data, wrote the manuscript, and prepared the figures and tables. TS executed the experiments, assisted in data collection, and proofread the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://software.broadinstitute.org/gsea

2 http://baderlab.org/GeneSets

3 http://www.genome.jp/kegg/pathway.html

4 http://www.pantherdb.org/pathway

5 http://geneontology.org

6 http://togows.org

7 http://trap.molgen.mpg.de/cgi-bin/home.cgi

How the deposited data were processed for this re-analysis (not part of the article)

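Gene expression was measured on 8 Affymetrix Human Transcriptome arrays of cultured human cervical stromal fibroblasts, from 4 groups (vehicle, IL-1β, P_4_ and IL-1β + P_4_) with 2 biological replicates each. The authors made the deposited log2 values by robust multi-array averaging in Affymetrix Expression Console 1.4, which corrects for background, normalizes by quantiles between arrays and summarizes probes to transcript clusters. They ran their own tests in Transcriptome Analysis Console 3.0, which are not used here. The values were taken as they stand, with no further transformation. The highest value, 19.93, is shared by 28 transcript clusters on every array and looks like a cap, so differences among the brightest clusters are not measured.

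Of 70523 features, 2995 that are not transcript clusters, such as controls, were left out, and 67528 were tested. A gene was named only from a cluster with 1 symbol, which gave 22411 named genes, 528 of them with several clusters, each represented by the cluster with the highest mean over the arrays. Clusters with several symbols name no gene. The genes named in the text are those with the 10 largest rises and 10 largest falls of a comparison among those called and changed the same way in both replicates, those that the paper names, and the 4 largest changes among the called members of each gene list. This rule was written before the data were examined, but values in the paper's tables had been seen. Some further list members are named as well, outside this rule. Genes of the Y chromosome and XIST are never named.

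Each pair of groups was compared in R 4.3.3 with limma 3.58.1, as lmFit and eBayes with default settings on all 8 arrays, with the replicate number as a block, which follows the paper's paired-sample pipeline. The replicate number was checked as a pairing: the difference between the replicates correlated at 0.46 to 0.6 over transcript clusters between each of 6 pairs of groups. With no replicate block, IL-1β against vehicle had 996 higher clusters. The residual degrees of freedom were 3 and those of the prior 2.8. A cluster was called at a Benjamini-Hochberg adjusted p under 0.1 over all tested clusters and a fold of at least 2, the paper's thresholds. The interaction, (IL-1β + P_4_ minus IL-1β) minus (P_4_ minus vehicle), was called on the adjusted p alone. SE is the standard error of a log2 difference in this fit, and n is the number of arrays per group.

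Tests of 32 gene lists written before the data were examined, and of 6 lists taken from the paper, used camera of limma with a preset correlation of 0.01, with an estimated correlation and fry as alternatives, adjusted within a comparison over the fixed lists, and over those of the paper apart. Values in the paper's tables had been seen when the fixed lists were written. Fixed lists that hold genes the paper names are therefore not independent of its choice on these samples. No threshold for the lists was written down beforehand. An adjusted p under 0.1 was taken after the values were seen. Overlaps of calls were measured by the Jaccard index.

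The alternatives were no replicate block, only the arrays of the groups compared, 1 test over the 4 groups with and without moderation, an intensity trend with a robust prior, an adjusted p under 0.05, no fold minimum, only clusters with 1 symbol, only clusters at log2 5 or above in at least 2 arrays, each array centred on its median, quantile normalization run again, and each array left out in turn. An average of the P_4_ effect without and with IL-1β was added after the absence of P_4_ calls was seen.

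The procedure was tested on simulated data of 67528 clusters with spreads drawn from the fitted prior. Of clusters changed by log2 1, 2 and 3, calls recovered 28.4%, 89.6%, 95.5% for IL-1β against vehicle, 23.9%, 94%, 93.9% for P_4_ against vehicle and 3%, 73.1%, 84.8% for the interaction, and 8 to 12 of 67328 unchanged clusters were called per comparison. The drawn spreads give more differences at 2-fold between unchanged groups than the arrays show, so the recovery on these arrays was not measured.

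The arrays of replicate 3, the quantitative PCR and the counts of mature microRNAs are not analysed here. The pathway, upstream regulator and promoter analyses of the paper were not repeated.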

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

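The lists and tests of this part were set before the data were examined, and the adjusted p of 0.1 for gene lists after their values were seen. Values in the paper's tables had been seen before the lists were written. No explanation is weighed here. The paper does not discuss the genes of antigen processing and the immunoproteasome, and 7 of the 16 measured ones rose after 4 h of IL-1β and 0 fell (adjusted p = 3.47e-16 by camera upward, and 0.0936 with an estimated correlation). All 16 had a positive difference, with a median log2 fold change of 0.76. The proteasome subunit PSMB8, among the 7, was called in its brightest cluster (1.02), while other clusters of it, at 0.95 to 0.97, were not. The peptide transporter subunits TAP1 and TAP2, the proteasome activator PSME2 and the loading factor TAPBP had log2 fold changes of 3.46 (SE 0.30) for TAP1, 2.37 (SE 0.35) for TAP2, 1.96 (SE 0.16) for PSME2 and 1.91 (SE 0.11) for TAPBP, with an adjusted p from 0.00125 to 0.0214 (limma). The call for TAP2 was lost with no replicate block (2.37, adjusted p = 0.155), without IL-1β replicate 2 (2.08, adjusted p = 0.157) and without vehicle replicate 2 (1.95, adjusted p = 0.149). The call for TAPBP was lost with no replicate block (1.91, adjusted p = 0.138).

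The metallothioneins and zinc transporters are also outside the genes that the paper discusses, apart from SLC39A8 in Table 1, and 9 of 12 measured members rose with IL-1β and 0 fell (adjusted p = 2.36e-10 by camera upward, and 0.09 with an estimated correlation). The zinc importer SLC39A14 and the metal-binding MT1X and MT1E had log2 fold changes of 5.64 (SE 0.20) for SLC39A14, 2.24 (SE 0.21) for MT1X and 2.20 (SE 0.16) for MT1E, with an adjusted p from 0.000261 to 0.00539 (limma), and the median of the list was 1.80.

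Of the transcript clusters called with IL-1β, 644 of those that rose and 419 of those that fell carry no gene symbol in the annotation used here, beside 853 and 427 with 1 symbol and 30 and 22 with several. Of the 914 and 518 entries of the paper's Table S1, 816 and 447 were matched by symbol, and whether the others are among these clusters was not examined, nor what the clusters encode.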

How the results depend on the processing

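The average of the P_4_ effect over cells without and with IL-1β was chosen after the calls were seen, as was the adjusted p of 0.1 at which a gene list counts as passing. The other alternatives were set before the data were examined. Centring each array on its median, quantile normalization run again, an intensity trend with a robust prior, a filter on dim clusters and an adjusted p under 0.05 moved no count of called clusters and no Jaccard index beyond the range taken as unchanged, which is within 1.5 times.

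Higher and lower counts of the 3 comparisons for IL-1β depended on 4 settings. With no replicate block they were 996 and 437 for IL-1β against vehicle, 868 and 395 for IL-1β + P_4_ against vehicle and 915 and 353 for IL-1β + P_4_ against P_4_. In the test over the 4 groups without moderation they were 182 and 23, 181 and 20 and 177 and 22 in the same order. Over clusters with 1 gene symbol only they were 876 and 444, 842 and 435 and 847 and 372, where fewer clusters are tested. With no fold minimum they were 2966 and 3090, 2715 and 2939 and 2726 and 2943, which follows from the wider rule. With only the 4 arrays of both groups, IL-1β + P_4_ against vehicle had 525 lower clusters. The causes of the other changes were not tested.

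Leaving out 1 array at a time, where the lone sample of a group is assumed to vary like the others, gave 849 to 1503 higher and 288 to 883 lower clusters for IL-1β against vehicle. The lowest counts were those without vehicle replicate 2, and without IL-1β replicate 2 there were 347 lower. For IL-1β + P_4_ against vehicle the ranges were 759 to 1545 and 257 to 1085, again lowest without vehicle replicate 2, with 873 and 352 without IL-1β + P_4_ replicate 2. For IL-1β + P_4_ against P_4_ they were 853 to 1543 and 250 to 982, lowest without P_4_ replicate 2, with 856 and 287 without IL-1β + P_4_ replicate 2. The Jaccard index of lower clusters between IL-1β and IL-1β + P_4_, each against vehicle, was 0.294 to 0.63 (lowest without IL-1β replicate 2) and 0.414 with only the 4 arrays of both groups. Between IL-1β against vehicle and IL-1β + P_4_ against P_4_ the index was 0.486 to 0.662 for higher (lowest without P_4_ replicate 2) and 0.196 to 0.475 for lower clusters (lowest without P_4_ replicate 2).

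The counts for P_4_ depended on the test. With the moderated test over the 4 groups and the 2-fold minimum, 43 clusters were higher and 27 lower in P_4_ against vehicle, 37 and 15 in IL-1β + P_4_ against IL-1β, and 79 were at 2-fold in the interaction, which that test does not address. It asks another question than a test of 2 groups. Without moderation it took 2 and 3 higher clusters in these comparisons. Over clusters with 1 gene symbol only, 1 and 1 were called higher, and the averaged P_4_ effect called 1, OMD. Leaving out 1 array at a time, P_4_ against vehicle had 0 clusters each time.

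Named genes are here those named in the text or held in its gene lists. No called value of a named gene reversed under any alternative. Of the IL-1β calls of named genes, 61 were lost with no replicate block, 194 without moderation, 79 without vehicle replicate 2 and 1 with each array centred.

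Of 32 fixed gene lists, 24 passed camera at an adjusted p under 0.1 with IL-1β, and 8 of them did not with an estimated correlation, as did not 16 of 26 in IL-1β + P_4_ against vehicle and 9 of 25 against P_4_. For P_4_ against vehicle 3 passed and for IL-1β + P_4_ against IL-1β 5, and none of these did with an estimated correlation. By fry, 2 and 5 of those were lost. The mean of a gene's clusters in place of the brightest one changed no list.

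Signal over background limits what can be seen to fall: the background features had medians of 3.14 to 3.28 on the log2 scale, and 24979 to 26027 of 67528 clusters reached log2 5 on an array.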

Differences from the paper's values

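The average of the P_4_ effect over cells without and with IL-1β was chosen after seeing the values. The other alternatives named in this part were set before the data were examined. The paper's counts rest on 3 replicates and on features counted as transcripts or genes, and those given here on 2 replicates and on transcript clusters, at the paper's thresholds. Of 2341 genes shared between Table S1 and another of the paper's tables, 2319 carry the same FDR in both (genes counted per table), so the paper's FDR hardly depends on the comparison, as 1 test over the groups would give, and the calls here are of a test of each pair, another kind of call. Counts are taken to differ when more than 1.5 times apart, and folds when more than 1.5 times apart and by more than the SD of the log2 difference over the replicates.

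The paper counts 913 higher and 519 lower transcripts after IL-1β, and the number of clusters here was 1527 and 868. For higher transcripts the values do not differ with no replicate block, over clusters with 1 gene symbol only, at an adjusted p under 0.05, without IL-1β replicate 1, without vehicle replicate 2 and without IL-1β replicate 2, and under no other alternative. For lower transcripts the values do not differ with no replicate block, over clusters with 1 gene symbol only, at an adjusted p under 0.05, without IL-1β replicate 1 and without IL-1β replicate 2, and under no other alternative. The paper counts 889 higher and 504 lower transcripts in IL-1β + P_4_ against vehicle, and the number of clusters here was 1424 and 837. For higher transcripts the values do not differ with no replicate block, with only the 4 arrays of both groups, over clusters with 1 gene symbol only, at an adjusted p under 0.05, without vehicle replicate 1, without vehicle replicate 2 and without IL-1β + P_4_ replicate 2, and under no other alternative. For lower transcripts the values do not differ with no replicate block, with only the 4 arrays of both groups, over clusters with 1 gene symbol only, at an adjusted p under 0.05, without IL-1β replicate 1, without IL-1β replicate 2 and without IL-1β + P_4_ replicate 2, and under no other alternative. The paper counts 898 higher and 446 lower transcripts in IL-1β + P_4_ against P_4_, and the number of clusters here was 1441 and 771. For higher transcripts the values do not differ with no replicate block, with only the 4 arrays of both groups, over clusters with 1 gene symbol only, at an adjusted p under 0.05, without P_4_ replicate 1, without P_4_ replicate 2 and without IL-1β + P_4_ replicate 2, and under no other alternative. For lower transcripts the values do not differ with no replicate block, with only the 4 arrays of both groups, over clusters with 1 gene symbol only and at an adjusted p under 0.05, and under no other alternative. All matched genes of Tables S1, S9 and S11 had the paper's direction here. In Table S1, 731 of 816 higher and 350 of 447 lower matched genes were called that way. In Table S9 these were 697 of 797 and 323 of 433, and in Table S11 715 of 802 and 278 of 387. The paper chose these genes on these samples and further ones, so this is no independent evidence. The counts of clusters here include those with no gene symbol, 644 higher and 419 lower after IL-1β.

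The paper counts 34 higher and 18 lower transcripts with P_4_ against vehicle, and the number of clusters here was 0 and 0. The totals lie near enough to the paper's count not to differ in the moderated test over the 4 groups, and under no other alternative. That test called 13 of the 32 higher and 4 of the 18 lower matched genes of Table S5 that way, so near totals do not mean the same genes. The paper counts 23 higher and 16 lower transcripts in IL-1β + P_4_ against IL-1β, and the number of clusters here was 0 and 0. For higher transcripts the values differ under every alternative, with 37 in the moderated test over the 4 groups. For lower transcripts the values do not differ in the moderated test over the 4 groups, and under no other alternative. Of the 14 matched lower genes of Table S10, that test called 4 that way. The count of 0 in P_4_ against vehicle is limma's, with 2310 clusters higher and 1686 lower at an unadjusted p under 0.05, and in IL-1β + P_4_ against IL-1β 1582 and 1398. Over clusters with 1 gene symbol only, 1 cluster was called higher in each of both comparisons, and without moderation of the test over the 4 groups 2 and 3 were. The averaged P_4_ effect, chosen after seeing the values, calls OMD alone, and so drops the other genes of the paper's Table S5. All the matched genes of Table S5, 32 higher and 18 lower, have the paper's direction here.

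Of 31 fold changes that the paper states in its text and Table 1, 8 lie more than 1.5 times from the folds here, and 4 of these also by more than the SD over the replicates. Within it are ADH1B with P_4_ against vehicle (5.36 in the paper and 3.4 here), ALDH1A3 with P_4_ against vehicle (2.57 in the paper and 1.41 here), HSD11B1 in IL-1β + P_4_ against vehicle (93.12 in the paper and 51.9 here, from a vehicle value near background) and IRAK3 in IL-1β + P_4_ against vehicle (19.75 in the paper and 12.2 here). With P_4_, the paper gives SPARCL1 18.66-fold and the fold here is 3.89, which does not differ without P_4_ replicate 1 and does under each other alternative. For OMD the paper gives 7.3-fold with P_4_ and the fold here is 3.68, which differs under every alternative. For ALDH1A3 in IL-1β + P_4_ against vehicle the paper gives 4.43-fold and the fold here is 2.63, which does not differ without vehicle replicate 2 and without IL-1β + P_4_ replicate 2 and does under each other alternative. For PLPP3 after IL-1β the paper gives 4.16-fold and the fold here is 6.89, which does not differ with quantile normalization run again, without vehicle replicate 1 and without IL-1β replicate 1 and does under each other alternative.

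The paper names ABI3BP, COL8A1, ESR1, OMD, PLXDC2, PRLR and SPARCL1 as responsive to IL-1β, and here 0 of the 7 were called after IL-1β, with log2 differences of -0.76 for OMD to 1.16 for ABI3BP. ABI3BP was called higher in the moderated test over the 4 groups and without vehicle replicate 1, and none of the 7 is in the paper's Table S1. The paper states that IL-1β lowered collagen I and lysyl oxidase, and here COL1A1, COL1A2 and LOX had log2 differences of -0.90, -0.57 and -0.04, none of them called. COL1A1 was called lower after IL-1β with quantile normalization run again and without IL-1β replicate 1, and in IL-1β + P_4_ against vehicle it was called lower (-1.04, adjusted p = 0.0319, limma). The paper places each of 4 metalloproteinases at 5-fold or more after IL-1β, and here the log2 values were 3.10 for MMP3, 2.33 for MMP12, 2.07 for MMP10 (not called) and 2.05 for MMP1, the middle pair from vehicle values among the background features and so of uncertain size. Without IL-1β replicate 1 they were 1.45 for MMP12, 3.05 for MMP10 and 2.65 for MMP1, and without IL-1β replicate 2 1.44 for MMP1, so no side of 5-fold is settled for these 3. The paper states that P_4_ strongly inhibited the rise of HAS2 by IL-1β, resting on its Figure 4, quantitative PCR of other cultures that is not analysed here, and on the arrays the log2 difference of IL-1β + P_4_ from IL-1β was -0.62 (adjusted p = 1), and that of P_4_ from vehicle without IL-1β -0.59, so the 2 differences were alike (interaction -0.03, adjusted p = 1). The paper describes the joint rise of HSD11B1 as synergistic, from the same figure, and on the arrays the interaction was 0.16 on the log2 scale (adjusted p = 1), which did not pass the test, asks for more than the product of the single folds and rests on a vehicle value of 4.50, near background. On the linear scale the joint fold, 51.88, is above the sum of 23.69 with IL-1β and 1.965 with P_4_, which was not tested. In the paper's Table 1 the folds of ALDH1A3 for IL-1β and for P_4_ stand in the opposite order from its Tables S1 and S5.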

Other observations

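The tests of array noise, of an array with IL-1β treated cells and of leukocytes, the averaged P_4_ effect and the threshold for gene lists were chosen after the results they bear on were seen, and so was the choice to turn the sign of a replicate, once the simulations were known.

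The moderated test over the 4 groups, with a 2-fold minimum, takes 70 clusters for P_4_ against vehicle where the test of both groups called 0 in limma (2310 higher and 1686 lower at an unadjusted p under 0.05); of the 70, 65 have an unadjusted P_4_ p under 0.05, though chosen at 2-fold, 56 differ the same way with IL-1β and 36 pass for IL-1β against vehicle with no fold minimum, and 0 pass a test of both P_4_ differences alone, which no cluster at all passed (smallest adjusted p = 0.139), so that this 0 says nothing of the 70 in particular. Of the 20 that pass for IL-1β neither without nor with P_4_, 0 stay past the test over the groups when it is adjusted over the 60065 clusters of that kind, of which 0 pass: an adjustment eased by the IL-1β clusters may explain these calls, but few P_4_ responders would give the same. Of the 133 clusters at 2-fold with P_4_, 72.9% differed the same way in IL-1β + P_4_ against IL-1β, on other arrays. Unchanged groups simulated with prior or residual spreads gave 42.6 to 52.6% and 39.4 to 55.1%. Over all clusters both differences correlated at 0.133 against a simulated 0.003. The simulations also gave more clusters at 2-fold (341 to 425 and 180 to 236), so their spreads are not those of these arrays. A wrong spread alone would not move the share of the same direction. However, each cluster was drawn independently, while errors on an array can be shared between clusters and shift that share. The simulations thus argue against noise that is independent between clusters, and do not exclude shared noise. With the sign of replicate 2 turned, 87 clusters were at 2-fold with P_4_, 55.2% of them the same way on the other arrays, and 94 against 101 in IL-1β + P_4_ from IL-1β and 130 against 2704 with IL-1β. Noise shared between clusters and a P_4_ response cannot be told apart for these clusters with 2 replicates. A response stays open, with OMD called in the averaged P_4_ effect (adjusted p = 0.0446, limma), a test chosen afterwards.

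Over all clusters, the P_4_ differences of replicates 1 and 2 correlated at 0.09, and the IL-1β differences at 0.77. Among the 101 clusters at 2-fold in IL-1β + P_4_ from IL-1β, chosen on other arrays, the P_4_ differences correlated at 0.35, consistent with few clusters that respond to P_4_ and noise in the others. A P_4_ array of cells treated with IL-1β is argued against. The median of the clusters that rose with IL-1β spanned 0.11 over the 4 arrays without it, at most 7.08 against 9.13 or more with it. For the vehicle arrays this says little, since the clusters were chosen as low on them. An exchange of vehicle and P_4_ in 1 replicate, which that test does not see, would turn the correlation of 0.35 negative.

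Interferon-stimulated genes stood higher after 4 h of IL-1β, 29 of 38 of them called. The transcript of interferon beta, IFNB1, had a log2 difference of -0.02 (SE 0.14, adjusted p = 0.974, limma), but at means of 3.34 and 3.32 it lay at the level of the background features, where a bound on its change excludes nothing, and an earlier rise would not be seen at 4 h. Leukocytes that carry these transcripts are argued against, since 9 of 11 measured markers stay under log2 5 in every group and their median with IL-1β is 3.87, under the background features' 90th percentile of 5.21, where that of the called interferon-stimulated genes is 10.07, although CD68, at 11.66, stands well above it. A secreted interferon, from these or a few other cells, and a direct action of IL-1β signaling on these genes cannot be told apart here, for want of a measured IFNB1 level above background.

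Other lists after IL-1β were these, with log2 fold changes of called genes in brackets where given. Of 15 measured genes of cholesterol synthesis and uptake, 3 rose and 0 fell (CH25H 4.03, INSIG1 3.78, HMGCS1 1.07), with a median log2 difference of 0.31 (adjusted p = 0.00088 by camera upward, and 0.18 with an estimated correlation). Of 13 measured genes of the unfolded protein response, 5 rose and 0 fell (ERN1 3.75, XBP1 2.90, DNAJB9 1.60, HERPUD1 1.15, and EIF2AK3, named after its value was seen), with a median log2 difference of 0.24 (adjusted p = 2.34e-05 by camera upward, and 0.118 with an estimated correlation). Of 17 measured cell cycle genes, 0 rose and 0 fell, with a median log2 difference of -0.22 (adjusted p = 0.000142 by camera downward, and 0.0918 with an estimated correlation), and 0.159 by camera with no replicate block. Of 15 measured smooth muscle genes, 1 rose and 2 fell (OXTR 3.32, MYOCD -1.77, GJA1 -1.31), with a median log2 difference of -0.29 (adjusted p = 0.00676 by camera downward, and 0.463 with an estimated correlation). Of 10 measured fibroblast markers, 0 rose and 1 fell (PDGFRB -1.22), with a median log2 difference of -0.44 (adjusted p = 0.00088 by camera downward, and 0.18 with an estimated correlation). Of 10 measured epithelial markers, 0 rose and 0 fell, with a median log2 difference of 0.03 (adjusted p = 0.859 by camera upward, and 0.897 with an estimated correlation). Of 10 measured endothelial markers, 0 rose and 0 fell, with a median log2 difference of 0.05 (adjusted p = 0.61 by camera upward, and 0.727 with an estimated correlation). The leukocyte markers gave an adjusted p = 0.843 by camera upward, and 0.897 with an estimated correlation. Of 18 measured genes induced by progestins and glucocorticoids, 6 rose and 0 fell, with a median log2 difference of 0.23 (adjusted p = 0.00343 by camera upward, and 0.0936 with an estimated correlation). Of 21 measured genes of steroid receptors and metabolism, 2 rose and 1 fell (HSD11B1 4.57, NR3C1 1.75, NCOA2 -2.36), with a median log2 difference of -0.09 (adjusted p = 0.382 by camera downward, and 0.458 with an estimated correlation). Of 13 measured genes of the paper's Figure 4, 11 rose and 0 fell, with a median log2 difference of 4.60 (adjusted p = 4.14e-26 by camera upward, and 0.0109 with an estimated correlation), a list that the paper chose on these samples. The call for HMGCS1 was lost with no replicate block (1.07, adjusted p = 0.162), with quantile normalization run again (0.91, adjusted p = 0.101), without IL-1β replicate 1 (0.99, adjusted p = 0.294), without IL-1β replicate 2 (1.14, adjusted p = 0.274), without P_4_ replicate 1 (1.07, adjusted p = 0.127), without P_4_ replicate 2 (1.07, adjusted p = 0.127) and without vehicle replicate 2 (0.69, adjusted p = 0.32). The call for HERPUD1 was lost with no replicate block (1.15, adjusted p = 0.21), with quantile normalization run again (0.98, adjusted p = 0.0246), without IL-1β replicate 2 (0.95, adjusted p = 0.116) and without vehicle replicate 2 (0.93, adjusted p = 0.123). The call for MYOCD was lost with no replicate block (-1.77, adjusted p = 0.123). The call for GJA1 was lost without IL-1β replicate 1 (-1.27, adjusted p = 0.1), without IL-1β replicate 2 (-1.36, adjusted p = 0.103) and without vehicle replicate 2 (-1.24, adjusted p = 0.13). The call for PDGFRB was lost with no replicate block (-1.22, adjusted p = 0.15), without IL-1β replicate 1 (-1.24, adjusted p = 0.173), without IL-1β replicate 2 (-1.19, adjusted p = 0.216) and without vehicle replicate 2 (-0.89, adjusted p = 0.195).

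With P_4_ against vehicle, besides the progestin-induced genes, 2 lists passed camera and neither did with an estimated correlation: regulators of MAP kinases (median log2 difference -0.17, adjusted p = 0.0159 by camera downward, and 0.737 with an estimated correlation) and cell cycle genes (median log2 difference -0.08, adjusted p = 0.0398 by camera downward, and 0.737 with an estimated correlation), the latter not with no replicate block either (adjusted p = 0.73). Between IL-1β + P_4_ and IL-1β, lists that passed camera downward were collagens (median log2 difference -0.12, adjusted p = 0.0337 by camera downward, and 0.928 with an estimated correlation), the unfolded protein response (median log2 difference -0.15, adjusted p = 0.0346 by camera downward, and 0.928 with an estimated correlation), growth factors (median log2 difference -0.15, adjusted p = 0.0572 by camera downward, and 0.928 with an estimated correlation) and interleukins (median log2 difference -0.16, adjusted p = 0.0572 by camera downward, and 0.928 with an estimated correlation). With no replicate block the collagens, growth factors and unfolded protein response did not pass (each adjusted p = 0.108), nor did the growth factors and interleukins over the brighter clusters (adjusted p = 0.14). In the interaction, the progestin-induced genes (median log2 difference -0.19, adjusted p = 0.0753 by camera downward, and 0.967 with an estimated correlation) passed, but over the brighter clusters they had an adjusted p = 0.164. Lists that the paper chose on these samples gave Figure 3G with P_4_ (median log2 difference 0.99, adjusted p = 1.24e-07 by camera upward, and 0.089 with an estimated correlation), Figure 3E with P_4_ (median log2 difference -0.19, adjusted p = 1.54e-05 by camera downward, and 0.0999 with an estimated correlation), Table 1 in IL-1β + P_4_ from IL-1β (median log2 difference 0.80, adjusted p = 1.71e-06 by camera upward, and 0.0419 with an estimated correlation) and the matrix genes in the same comparison (median log2 difference -0.20, adjusted p = 0.00897 by camera downward, and 0.117 with an estimated correlation).

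The average of the P_4_ effect without and with IL-1β called OMD alone, with a log2 difference of 1.97 (SE 0.09, adjusted p = 0.0446, limma).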
